# *Akt1* Is Essential for Postnatal Mammary Gland Development, Function, and the Expression of *Btn1a1*

**DOI:** 10.1371/journal.pone.0024432

**Published:** 2011-09-07

**Authors:** Jessica LaRocca, Jodie Pietruska, Mary Hixon

## Abstract

*Akt1*, a serine-threonine protein kinase member of the *PKB/Akt* gene family, plays critical roles in the regulation of multiple cellular processes, and has previously been implicated in lactation and breast cancer development. In this study, we utilized *Akt1*+/+ and *Akt1*−/− C57/Bl6 female mice to assess the role that *Akt1* plays in normal mammary gland postnatal development and function. We examined postnatal morphology at multiple time points, and analyzed gene and protein expression changes that persist into adulthood. *Akt1* deficiency resulted in several mammary gland developmental defects, including ductal outgrowth and defective terminal end bud formation. Adult *Akt1*−/− mammary gland composition remained altered, exhibiting fewer alveolar buds coupled with increased epithelial cell apoptosis. Microarray analysis revealed that *Akt1* deficiency altered expression of genes involved in numerous biological processes in the mammary gland, including organismal development, cell death, and tissue morphology. Of particular importance, a significant decrease in expression of *Btn1a1*, a gene involved in milk lipid secretion, was observed in *Akt1*−/− mammary glands. Additionally, pseudopregnant *Akt1*−/− females failed to induce *Btn1a1* expression in response to hormonal stimulation compared to their wild-type counterparts. Retroviral-mediated shRNA knockdown of *Akt1* and *Btn1a1* in MCF-7 human breast epithelial further illustrated the importance of *Akt1* in mammary epithelial cell proliferation, as well as in the regulation of *Btn1a1* and subsequent expression of *ß-casein*, a gene that encodes for milk protein. Overall these findings provide mechanistic insight into the role of *Akt1* in mammary morphogenesis and function.

## Introduction

The mammary gland is a complex structure composed of epithelium surrounded by stroma. Mammary gland postnatal development is an intricate process controlled by steroid and peptide hormones in specific stages that is highly conserved in mammals. Unlike many other organs which undergo development *in utero*, mammary gland development and ductal branching occurs during puberty [1]. While mice have five pairs of mammary glands compared to one pair in humans, mammary gland development remains similar between the two species, making the mouse a good model to study mammary gland development. During embryonic development in the mouse, a rudimentary ductal structure invades the mesenchyma, and remains dormant until approximately 21 days of age, when the onset of ovarian hormone secretion stimulates ductal growth [2].

During puberty, the ovarian hormones estradiol and progesterone stimulate stem cell proliferation in terminal end buds (TEBs) and induce side branching in the mammary gland, respectively [3]. The TEB is found exclusively in the developing mammary gland, and is the main driving force for mammary gland development [4], [5]. The outer layer, or cap layer, of the TEB contains a special population of pluripotent stem cells [2], which ultimately differentiate to form the intermediate, luminal, and myoepithelial cells of the duct [6]. TEB formation and side branching drive mammary gland invasion into the fat pad until the fat pad is filled at approximately 10 weeks of age. Once the ducts have filled the entire mammary fat pad, TEBs are permanently replaced by terminal ducts and alveolar buds [7]. It has been proposed that the adult mammary gland retains a mammary stem cell population which gives rise to epithelial precursor cells [6]. The progeny of the epithelial precursor cells are either ductal precursor cells or alveolar precursor cells. The presence of these stem cells is thought to underlie the ability of the mammary gland to undergo alveolar renewal with subsequent pregnancies [3]. It has also been shown that the mammary epithelium is the major target for carcinogen-induced initiation during tumorigenesis, making the understanding of the mechanisms underlying mammary gland development and function imperative for knowledge of reproductive function and for designing effective anticancer therapies [8].

Protein kinase B/Akt is a serine/threonine kinase that plays a central role in regulation of cell metabolism, cell survival, motility, transcription, and cell-cycle progression [9], [10]. The *Akt* gene family is activated in a phosphoinositide 3 kinase- dependent manner by a variety of signals including cytokines, growth factors, and hormones. The *Akt* family includes three isoforms, *Akt1*, *Akt2*, and *Akt3*, which share 80% amino acid homology but have distinct roles in regulating cellular activity [9]. *Akt1* is the predominant isoform, and plays a role in placental development, organismal growth, adipogenesis, mammary gland lactation and involution, and mammary gland tumorigenesis [11], [12], [13], [14], [15], [16], [17]. *Akt1* ablation has been shown to delay mammary gland growth during pregnancy and lactation, and accelerates the rate of involution following lactation [11], [14]. Conversely, constitutively active *Akt1* delays epithelial cell apoptosis and mammary gland involution [18]. Of note, *Akt1*-deficient dams produce less milk during nursing, and consequently have smaller pup weights regardless of the pup genotype [11], [19]. It has been previously shown that *Akt1* ablation delays the onset of puberty and results in subfertility in C57/Bl6 mice [20]. *Akt1* deficiency also increases the levels of the hormone estradiol and decreases the levels of progesterone at postnatal day 50; however, hormone levels in wild-type and *Akt1*-deficient mice are comparable by postnatal day 90 [20]. Interestingly, estradiol and progesterone are responsible for ductal growth and alveolar expansion in mammary glands, respectively [3]. These previous studies led us to examine the molecular mechanisms underlying the requirement for *Akt1* in mammary gland development and function.

Although *Akt1* is implicated in lactation and involution as well as mammary carcinogenesis, its functional roles in regulating mammary gland development and influencing adult mammary gland structure are not yet fully understood. In this study, we show that *Akt1* is essential for proper mammary gland composition during development and for appropriate gene expression patterns in adulthood. We found that *Akt1* deficiency delayed mammary gland development, with fewer TEBs during puberty and fewer and smaller alveolar buds in adulthood, potentially due to increased apoptosis in the epithelial compartment. Our data further indicate that *Akt1* deficiency resulted in gene expression changes and several altered biological processes, which could affect cellular composition and function, leading to impaired lactation. Specifically, in both adult virgin *Akt1*−/− mammary glands and pseudopregnant *Akt1*−/− glands we found down-regulation of *Btn1a1*, which has previously been shown to be critical for milk lipid secretion [21]. We also show that suppression of *Akt1* in MCF7 human breast epithelial cells decreases expression of *Btn1a1*, indicating a role for *Akt1* in the regulation of *Btn1a1*. Suppression of *Btn1a1* decreased expression of *Btn1a1* but not *Akt1*, suggesting that *Btn1a1* functions downstream of *Akt1*. Taken together, our results indicate that *Akt1* regulates mammary gland postnatal development as well as lobuloalveolar development through the regulation of apoptosis and gene expression.

## Materials and Methods

### Ethics Statement

The Brown University Institutional Animal Care and Use Committee (IACUC) approved all experimental animal protocols in compliance with National Institute of Health guidelines. The IACUC approval number is 0909078 and date of approval was 10/7/2010.

### Animals

*Akt1* heterozygous mice (Mus musculus) on a C57/BL6 background were obtained from the laboratory of Dr. Morris Birnbaum (University of Pennsylvania, Philadelphia, PA). Heterozygous pairs were mated to obtain *Akt1* +/+ and *Akt1* −/− females for experimental procedures. Animals were housed in polycarbonate cages and were given access to water and feed *ad libidum*. Animals were sacrificed by CO_2_ asphyxiation at PND (postnatal day) 11, PND 25, PND 50 or PND 70.

### Mammary gland whole mounts

Inguinal mammary glands from the fourth and ninth positions were removed, fixed in Carnoy's solution for 2–4 hours, stained overnight in carmine solution, rinsed in alcohol and cleared in xylene overnight. Whole mounts were examined and images were taken using a Zeiss Discovery V8 stereomicroscope equipped with an Axiocam MRc camera and Axiovert Software (Carl Zeiss Canada Ltd., Canada). The criterion for scoring varied depending upon the age of the mouse group being evaluated. The primary duct length was measured at PND 11 and PND 25 using the curve spline measurement feature. Since the mammary glands are significantly larger at PND 50 and 70, the length of growth past the lymph node was measured instead of the primary duct length by using the length measurement feature. Ductal outgrowth was measured using the outline spline measurement feature as the area occupied by the entire mammary gland for all time points. Terminal end buds and alveolar buds were measured for all time points in the Zone C area of the mammary gland, which for this study is defined as the area comprised of the outer 1 mm of the entire mammary gland [22]. Terminal end buds were defined as having a diameter of ≥100 µm. The number of total buds was comprised of terminal end buds (≥100 µm) and alveolar buds (<100 µm). The percentage of terminal end buds was calculated by dividing the number of terminal end buds by the number of total buds. The scores from the fourth and ninth position mammary glands from each animal were averaged and the mean was used to represent that animal.

### Histological analysis

Mammary gland whole mounts were manually embedded in paraffin and cut into 7-µm sections for histological analysis. Following deparaffinization, mammary gland sections were washed in 0.1% lithium carbonate to remove carmine aluminum stain. Mammary sections were stained with hematoxylin and eosin (H&E) and martius yellow, soluble blue, brilliant crystal (MSB) stain for fibrin to examine basic pathology. Alveolar bud diameters were measured on the Aperio ImageScope v10.2 (Aperio Technologies Vista, CA). At least 20 measurements per animal were taken and the mean was used to represent that animal.

### Western blots

Thoracic mammary glands were pulverized in liquid nitrogen then lysed in cold RIPA buffer (20 mM Tris 8.0, 150 mM NaCl, 0.5% sodium deoxyocholate, 0.1% SDS, 1% NP-40, 10 mM sodium pyrophosphate, 10 mM sodium fluoride) supplemented with 60 µl/ml HALT protease/phosphatase inhibitors (Thermo Scientific, Waltham, MA) and 1 mM PMSF (Roche, Indianapolis, IN). Lysates were incubated on ice for 20 minutes with frequent vortexing and cleared twice by centrifugation (13,200 rpm, 10 minutes, 4°C). MCF7 cells were lysed in cold lysis buffer (50 mM Tris pH 8.0, 250 mM NaCl, 1% NP-40, 0.1% SDS, 5 mM EDTA, 2 mM sodium orthovanadate, 10 mM sodium pyrophosphate, 10 mM sodium fluoride), incubated on ice for 20 minutes and cleared by centrifugation (13,200 rpm, 10 minutes, 4°C). Protein concentrations were determined using the DC Protein Assay (Bio-Rad). Fifty micrograms of total protein was subjected to SDS-PAGE and transferred onto Immobilon-P PVDF (Millipore, Billerica, MA). Membranes were blocked for 60 minutes at room temperature in 5% non-fat milk/Tris-buffered saline/0.1% Tween (TBST). Membranes were incubated for 2 hours at room temperature then overnight at 4°C in one the following antibodies: AKT1 (#2938, 1∶1000 in 5% BSA/TBST), AKT2 (#2964, 1∶1000 in 5% BSA/TBST), AKT3 (#3788, 1∶1000 in 5% BSA/TBST), or GAPDH (AM4300, 1∶4000, Applied Biosystems). All antibodies were obtained from Cell Signaling Technology (Danvers, MA) unless indicated otherwise. Membranes were washed 3 times (5 minutes per wash) in TBST, and incubated for 60 minutes at room temperature in horseradish peroxidase conjugated goat anti-rabbit IgG (1∶2000, Cell Signaling) or goat anti-mouse IgG (1∶10,000 Millipore) diluted in 5% milk/TBST. Membranes were washed 3 times (5 minutes per wash) in TBST and once in TBS prior to visualization using enhanced chemiluminescence (Thermo Scientific).

### Determination of apoptotic rates by terminal deoxynucleotidyl transferase mediated dUTP nick end labeling (TUNEL) staining and quantitation

PND 70 mammary glands were stained for apoptosis using the ApopTag kit (Chemicon, Temecula, CA) according to the manufacturer's instructions. Tissues were counterstained with hematoxylin. Digital images were captured using the Aperio Scanscope Imagine System (Aperio Technologies, Vista, CA), and TUNEL positive nuclei were measured using the nuclear algorithm analysis on the Aperio Imagescope v10.2. At least 200 cells per animal were measured.

### RNA isolation

RNA was isolated from thoracic mammary glands from mice (PND70) previously flash frozen in liquid nitrogen or MCF7 cells using the mirVANA RNA Isolation Kit (Ambion Inc., Austin, TX) according to manufacturer's protocols. RNA concentration was quantified using a ND-1000 spectrophotometer (Nanodrop, Wilmington, DE), aliquoted, and stored at −80°C until needed.

### RNA microarray hybridization

Integrity of RNA isolated from thoracic mammary glands was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). Complementary DNA (cDNA) was synthesized from 300 ng of total RNA and purified according to the manufacturer's protocol (Affymetrix, Santa Clara, CA.). Equal amounts of purified cDNA were used as the template for subsequent *in vitro* transcription reactions for complementary RNA (cRNA) amplification and biotin labeling using the Affymetrix RNA Transcript Labeling Kit. cRNA was purified and fragmented according to the protocol provided with the GeneChip Sample Cleanup Module (Affymetrix, Santa Clara, CA). All GeneChip microarrays (Mouse Genome 430 2.0 Array) were hybridized, washed, stained, and scanned using the Complete Gene Chip Instrument System according to the Affymetrix Technical Manual. The Mouse Genome 430 2.0 microarray contained 17 probe sets.

### Microarray data analysis

All data is MIAME compliant and data is publically available at GEO with accession number: GSE30671. Affymetrix CEL files were imported into Partek® Genomics Suite™ 6.5 (Partek Inc., St. Louis, MO) using the default Partek normalization parameters. The robust multiarray average (RMA) normalization method was used to normalize data. Statistically significant differentially expressed genes between *Akt1*+/+ and *Akt1*−/− mammary glands were defined as having a p<0.05 as determined by a one-way analysis of variance (ANOVA). The recovered P-values of the statistically significant genes were corrected using a step-up false discovery rate value of 5%. The final list of differentially expressed genes included only those genes with a 1.5-fold change (up or down) with a p<0.05. Data was further analyzed using Ingenuity Pathways Analysis (IPA) (Ingenuity® Systems, www.ingenuity.com). The IPA Functional Analysis program was used to identify the biological functions and/or diseases that were most significant to the data set. Only molecules from the dataset meeting the p value cutoff of 0.05 and were associated with biological functions and/or diseases in Ingenuity's Knowledge Base were considered for the analysis. Right-tailed Fisher's exact test was used to calculate a p-value determining the probability that each biological function and/or disease assigned to that data set was due to chance alone. IPA's Pathway Analysis generated graphical representation of the molecular relationships between molecules, represented as nodes, and the biological relationship between nodes, represented as an edge (line). All edges were supported by at least 1 reference from the literature or from canonical information stored in the Ingenuity Pathways Knowledge Base. Nodes are displayed using various shapes that represent the functional class of the gene product, while the intensity of the node color indicates the degree of up- (red) or down- (green) regulation. Edges are displayed with labels describing the nature of the relationship between the nodes.

### Quantitative RT-PCR

Total RNA (1 µg) was treated with DNase (Promega, Madison, WI) and reverse-transcribed using the iScript cDNA Synthesis Kit (Bio-Rad) according to the manufacturer's protocols. cDNA templates were amplified with pre-optimized mouse-specific QuantiTect® primer assays (Qiagen, Valencia, CA) using iQ SYBR Green Supermix (Bio-Rad) on an iCycler iQ Multicolor Real-time PCR Detection System (Bio-Rad). Each 25 µl sample was run in triplicate, and mRNA levels were analyzed relative to hypoxanthine phosphoribosyltransferase (HPRT). Log2-transformed relative expression ratios were calculated as described using the equation set forth by Pfaffl (Pfaffl 2001).

### Pseudopregnancy stimulation

Female mice at 60–90 days old were injected intraperitoneally (i.p.) with 5.0 international units (IU) of PMSG (Sigma Aldrich) followed by 5.0 IU of hCG i.p. 48 hours later. Mammary glands were excised from mice 18 hours after hCG administration, thoracic glands were flash frozen for RNA, and inguinal glands were either processed for whole mounts or fixed in 10% neutral buffered formalin.

### Immunofluorescence

Indirect immunofluorescence was performed on formalin-fixed, paraffin-embedded 7 µm sections. Sections were re-hydrated, and antigen retrieval was performed by heating slides in 10 mM sodium citrate in a steamer for 20 minutes. Sections were blocked overnight with normal goat and rabbit serum (Vector Laboratories, Burlingame, CA), and incubated with primary antibodies against Btn1a1 (AV45164, Sigma-Aldrich) and Akt1 (sc-1618, Santa Cruz) followed by Alexa Fluor 488 rabbit anti-goat (Invitrogen) and Alexa Fluor 594 goat anti-rabbit (Invitrogen). Sections were counterstained with DAPI and visualized on a microscope equipped with a digital camera and software.

### Cell culture and short-hairpin RNA knockdown

MCF-7 cells, a generous gift from the lab of Dr. Edward Filardo (Brown University), were cultured in phenol red-free DMEM/F-12 (Hyclone), 10% fetal bovine serum, 0.1% penicillin/streptomycin in a humidified atmosphere (5% CO_2_/95%air). Retroviral-mediated shRNA knockdown was performed as described in [23]. The oligonucleotides containing targeting sequences (shown in uppercase) for firefly luciferase [short-hairpin luciferase (shLuc)] controls, human Akt1 (shAkt1), and human Btn1a1 (shBtn1a1) were asfollows: 5′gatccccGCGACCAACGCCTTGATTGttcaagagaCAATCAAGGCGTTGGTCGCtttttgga-3′ for luciferase, 5′-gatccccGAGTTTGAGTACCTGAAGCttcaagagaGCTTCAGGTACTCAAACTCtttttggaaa-3′ for Akt1, and 5′-gatccccgcgt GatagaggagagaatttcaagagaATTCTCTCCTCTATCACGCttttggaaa-3′ for Btn1a1. Knockdown cells were maintained in 1.0 µg/ml puromycin. For cell proliferation 100,000 cells were plated in each well of a 6-well plate. Cell proliferation was determined by Trypan blue exclusion using a TC-10 automated cell counter (Bio-Rad, Hercules, CA), and calculating the percent change of in number of cells relative to cell number on day 0.

### Statistical analysis

A Bartlett test for homogeneity followed by a two-tailed students t-test adjusted for equal variance were performed to test for statistical significance. For genotype and exposure interactions, a two-way ANOVA followed by a Tukey HSD test was performed. A P value of <0.05 was considered to be statistically significant. Statistics were calculated using R software (R Project).

## Results

### *Akt1* deficiency delays mammary gland postnatal development

Previously identified roles for *Akt1* in developmental delay and reproductive impairment [11], [14], [17], [19], [20] led us to examine its involvement in postnatal mammary gland development. We first examined the growth patterns of mammary glands in *Akt1*+/+ and *Akt1*−/− mice at different stages of postnatal development, including neonatal (PND 11), juvenile (PND 25), pubertal (PND 50), and adult (PND 70) stages (Fig. 1 A–H). *Akt1*−/− mammary glands exhibited significantly stunted ductal outgrowth during the juvenile and pubertal time periods (PND 25 and PND 50, respectively), but by adulthood (PND 70) the glands occupied the same amount of space in the fat pad compared to *Akt1*+/+ mice (Fig. 1 K). Accordingly, primary duct length was reduced in *Akt1*−/− glands at both PND 11 and PND 25 (Fig. 1 I). Analogous to the ductal outgrowth, at PND 50 growth past the lymph node was shorter in *Akt1*−/− glands (Fig. 1 J). At adulthood, the growth past the lymph node was comparable in *Akt1*−/− and *Akt1*+/+ glands (Fig. 1 J). Overall, these results suggest that *Akt1* is not necessary for the initial formation of the rudimentary ductal tree during the neonatal period, but that it does mediate ductal growth during puberty until adulthood when *Akt1*−/− glands reach full outgrowth similar to their wild-type counterparts.

**Figure 1:**
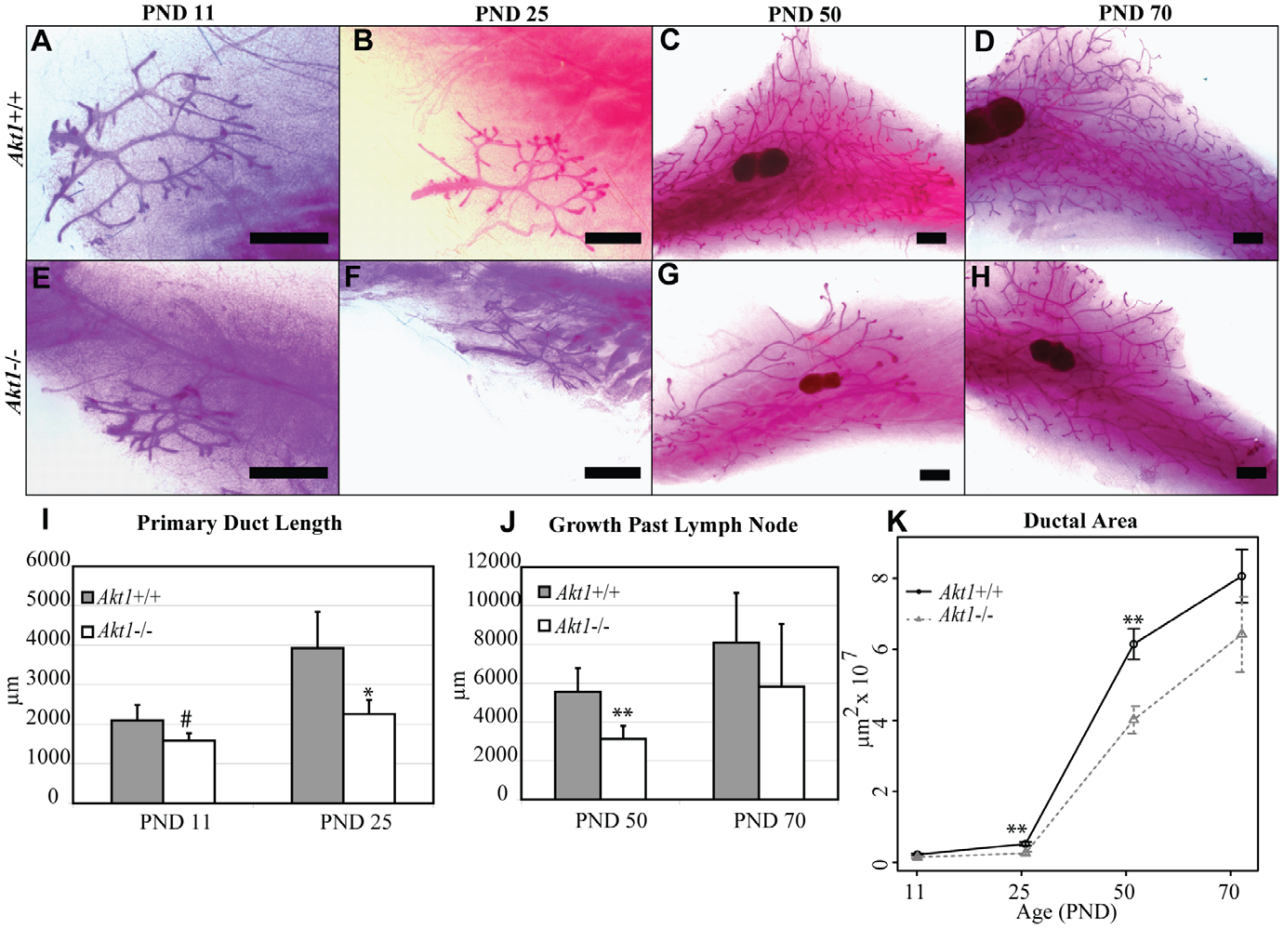
*Akt1* promotes postnatal mammary gland growth. Representative whole mounts of *Akt1*+/+ (A–D) and *Akt1*−/− (E–H) mammary glands at PND 11 (A,E), PND 25 (B,F), PND 50 (C,G), and PND 70 (D,H). Measurement of primary duct length at PND 11 and PND 25 in *Akt1*+/+ and *Akt1*−/− glands (I). Measurement of the growth past the lymph node at PND 50 and PND 70 in *Akt1*+/+ and *Akt1*−/− glands (J). Quantification of ductal outgrowth for *Akt1*+/+ and *Akt1*−/− mammary glands at PND 11, 25, 50, and 70 (K). Data represented in line plot as mean +/− standard error. Data represented in bar plots as mean + standard error. Scale bars indicate 1,000 µm. Statistical analyses were conducted using a two-tailed student's t test. **p<0.01, *p<0.05. n = 3–8 per genotype, per age group.

### *Akt1* regulates the cell population in developing and adult mammary glands

Considering the effects that *Akt1* deficiency elicited on ductal growth in the mammary gland, we next investigated the effects of *Akt1* loss on ductal branching and alveolar expansion in the developing gland. Initial results indicated the *Akt1* deficiency had little effect on initial side branching at either PND 11 or PND 25 (Fig. S1). We evaluated terminal end bud bifurcation by quantifying the number of terminal end buds, alveolar buds, and terminal ducts in the Zone C area of the mammary gland throughout development (Fig. 2, A–H) [22]. *Akt1* deficiency decreased the number of terminal end buds during the juvenile time period (Fig. 2 I). The terminal end bud is characterized by having an inner layer of body cells surrounded by an outer layer of cap cells, which give rise to luminal cells and basal cells, respectively [3]. This outer layer of cap cells is evident in the *Akt1*+/+ mammary glands during puberty, but is near absent in the *Akt1*−/− glands (Fig. 2 B, F). These terminal end buds are normally present during puberty, and are permanently replaced with alveolar buds and ducts when the mammary gland reaches the end of the fat pad [7]. Therefore, calculating the percentage of terminal end buds is useful for gauging the relative stage of development of the mammary gland. Although *Akt1*−/− glands contained a lower percentage of TEBs at PND25, there was a trend for a higher percentage of TEBs during puberty (PND 50), suggesting a more immature phenotype for the *Akt1*−/− glands at puberty (Fig. 2 K).

**Figure 2:**
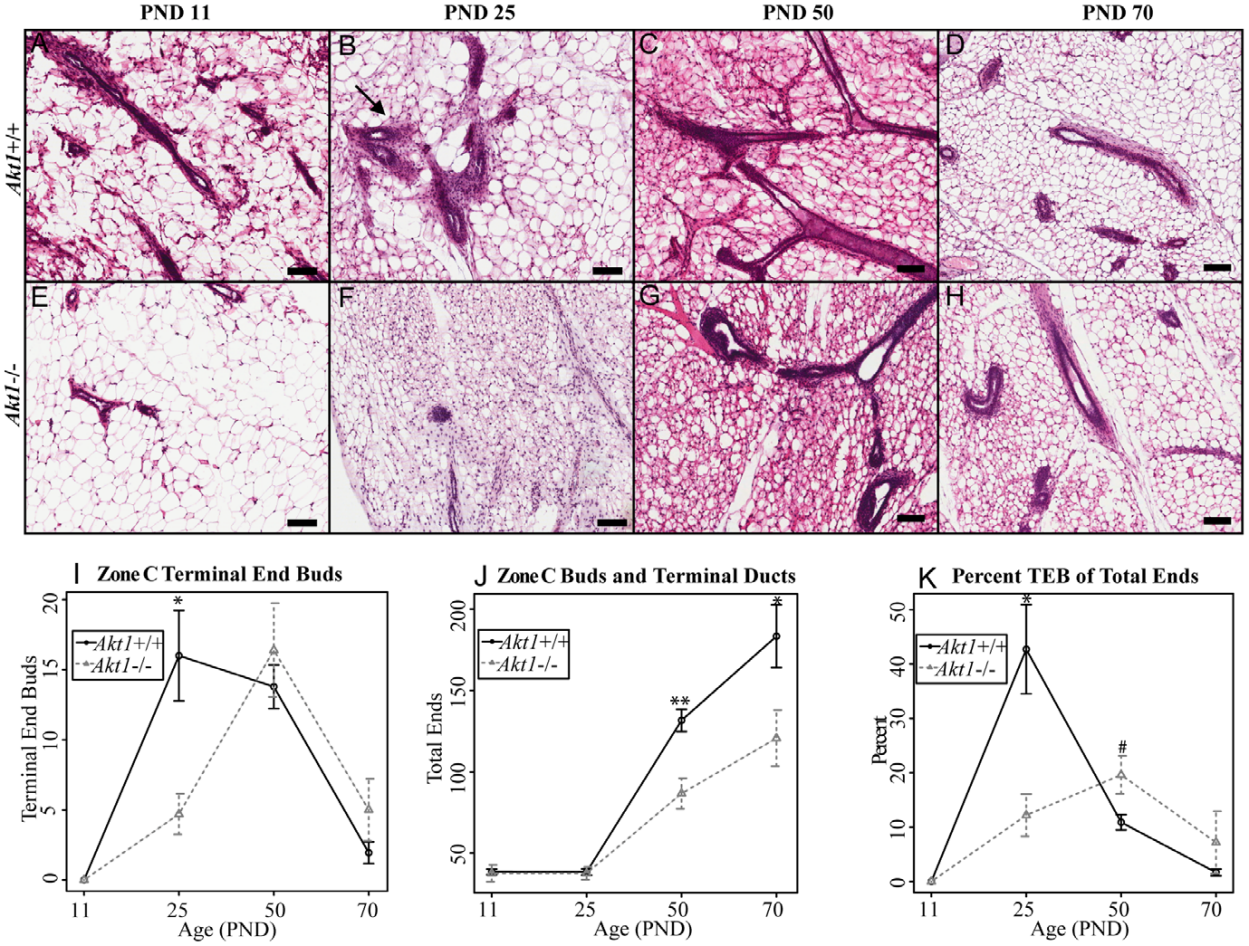
*Akt1* mediates the terminal end bud, terminal duct and alveolar bud population. Representative H&E images of *Akt1*+/+ (A–D) and *Akt1*−/− (E–H) mammary glands at PND 11 (A,E), PND 25 (B,F), PND 50 (C,G), and PND 70 (D,H). Arrow indicates terminal end buds (B) Quantification of terminal end buds in *Akt1*+/+ and *Akt1*−/− mammary glands at PND 11, 25, 50 and 70 (I). Quantification of total buds and terminal ducts in *Akt1*+/+ and *Akt1*−/− mammary glands at PND 11, 25, 50 and 70 (J). Quantification of the terminal end buds relative to the total number of buds of *Akt1*+/+ and *Akt1*−/− mammary glands at PND 11, 25, 50 and 70 (K). Scale bars indicate 100 µm. Data represented in line plots as mean +/− standard error. Statistical analyses were conducted using a two-tailed student's t test. **p<0.01, *p<0.05, #p<0.1. n = 3–8 per genotype, per age group.

*Akt1* deficiency also decreased the total number of alveolar buds and ducts during puberty (PND 50), which persisted into adulthood (PND 70) (Fig. 2 J). While *Akt1*−/− glands eventually reach the same size as their wild-type counterparts, the overall alveolar bud and terminal duct population remains lower, indicating a permanent change in mammary gland structure. This alveolar bud deficiency could be attributed to the earlier lack of terminal end buds, which contain the progenitor cells for alveolar and ductal myoepithelial and epithelial cells. Importantly, this apparent lack of alveolar buds and ducts may be a potential reason for abnormal mammary gland reconstruction during pregnancy and lactation in *Akt1*−/− glands as seen in other studies [14].

### *Akt1* influences mRNA patterns in the adult mammary gland

The deficiency in alveolar buds and terminal ducts in *Akt1*−/− adult mammary glands led us to examine the effects of *Akt1* deficiency on gene expression in the adult mammary gland. We performed Affymetrix gene arrays on PND 70 *Akt1*+/+ and *Akt1*−/− thoracic mammary glands, which indicated differential expression of 119 genes with a fold change of <1.5 and a p-value of <0.05 (Table S1). 

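At PND 70, *Akt1*−/− mammary glands had higher values than *Akt1*+/+ glands for a large group of lymphocyte genes and lower values for a smaller group of epithelial genes. Of 28950 probe sets tested with limma, 877 had a fold change of at least 1.5 and an unadjusted p under 0.05, of which 626 were higher and 251 lower in *Akt1*−/− glands (n = 3 per genotype). With each array centred on its median the split was 517 higher and 395 lower. The probe sets annotated to 1 gene gave 502 higher and 131 lower genes. The 10 largest rises among genes whose values did not overlap between genotypes were those of *Glycam1*, a ligand of L-selectin made by high endothelial venules, the B cell surface genes *Ms4a1*, *Fcer2a*, *Cd79b*, *Cd79a* and *Cd37*, the B cell chemoattractant *Cxcl13*, *Coro1a*, an actin-binding protein of leukocytes, *P2ry10*, and *Ccr7*, a chemokine receptor that guides lymphocytes to lymph nodes. Their log2 fold changes ran from 4.66 (SE 1.49) for *Glycam1* to 2.32 (SE 0.72) for *Ccr7*. The value of *Glycam1* was 11.96 in *Akt1*+/+ replicate 2, against 5.93 and 5.51 in *Akt1*+/+ replicates 1 and 3 and 12.36 to 12.57 in the *Akt1*−/− glands. The 10 largest falls included *Btn1a1*, *Akt1* and *Mtmr7*. The others were *Agtr1a*, an angiotensin II receptor, at −1.09 (SE 0.17), *Serpina3n* at −1.002 (SE 0.20), the milk protein gene *Csn3*, *Serpinb5*, the defensin gene *Defb1*, *Nrxn3*, and *Nxf7* at −0.97 (SE 0.26). By the methods' t-test the p of the 10 rises lay between 0.0513 for *Cd79b* and 0.10 for *Cxcl13*, above their threshold, and those of *Csn3*, *Serpinb5*, *Defb1* and *Nrxn3* lay between 0.059 and 0.129. Some of these genes missed limma's p threshold when a single sample was left out. Without *Akt1*+/+ replicate 1 it was missed by *Glycam1* at 3.73, *Cxcl13* at 2.06, *Fcer2a* at 2.27 and *Cd79a* at 2.12, and without *Akt1*+/+ replicate 3 by *Cxcl13* at 2.61, *Fcer2a* at 2.33 and *Serpinb5* at −0.56. Without *Akt1*−/− replicate 2 it was missed by *Cxcl13* at 2.95, *Cd79a* at 2.49, *Serpinb5* at −0.72 and *Defb1* at −0.83, and without *Akt1*−/− replicate 3 by *Serpinb5* at −1.07. With a variance trend and robust hyperparameters *Glycam1*, *Cxcl13*, *Fcer2a*, *Cd79a* and *Serpinb5* missed it too. With the median of the B cell genes or of the luminal genes as a covariate, of these 20 genes only *Akt1*, *Agtr1a* and *Serpina3n* kept their calls in both fits, and *Btn1a1* kept its call with the B cell median alone. A lost call could come with a small or a large change of the fold. *Mtmr7* was at −1.01 with the B cell median and −0.30 with the luminal median, against −1.13 without a covariate. *Ms4a1*, *Fcer2a*, *Cd79b*, *Cd79a* and *Cd37* belong to the B cell list, so their loss with its median says little. Neither median overlapped between genotypes. The luminal median was 0.13, 0.017 and 0.53 in *Akt1*+/+ and −0.041, −0.26 and −0.37 in *Akt1*−/− replicates 1 to 3. Genotype and covariate are therefore hard to separate in such fits, here and below, and a lost call does not show its cause.

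No probe set had an adjusted p under 0.05 in limma, where the lowest was 0.565, while 2459 had an unadjusted p under 0.05 against 1447.5 expected by chance. At the study's criteria the methods' t-test passed 120 probe sets, 77 higher and 43 lower, and its lowest adjusted p was 0.742. The groups did not overlap in 365 of the 877, and over all probe sets in 3613, or 12.5%, where chance gives 10%. The count of 877 became 475 without *Akt1*+/+ replicate 1, 1796 without *Akt1*+/+ replicate 2, 306 without *Akt1*+/+ replicate 3, 581 without *Akt1*−/− replicate 1 and 349 without *Akt1*−/− replicate 2, and 938 probe sets had an adjusted p under 0.05 without *Akt1*+/+ replicate 2.

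These values came from 6 arrays, each of 1 RNA sample of thoracic mammary gland at PND 70, with 3 samples of each genotype. The methods give 300 ng of total RNA per array, and the sample labels give 5 µg. The authors normalized the arrays by RMA in Partek, which corrects background, normalizes between arrays and summarizes the probes of each set on a log2 scale. The deposited values ran from 2.41 to 14.96, and the array medians over the tested probe sets from 7.05 to 7.21. A series of 6605 probe sets that stand first in the deposited table and carry no gene annotation was left out, so that 21788 of the tested probe sets had 1 gene, 1621 had several and 5541 had none. limma compared the genotypes on the log2 values, with the spread of each probe set drawn toward that of the others. The number of arrays limits the precision. An exact permutation of 3 samples against 3 cannot give a p below 0.1.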

Real-time RT-PCR validation of selected genes from the gene array indicated strong correlation between gene array results and RT-PCR. The genes chosen for validation were *butyrophilin*, *subfamily 1*, *member A1* (*Btn1a1*), *v-akt murine thymoma viral oncogene homolog 1* (*Akt1*), *myotubularin related protein 7* (*Mtmr7*), *mucin 1* (*Muc1*), *limb bud and heart development homolog* (*Lbh*), *desmocollin 3* (*Dsc3*), *POU class 2 associating factor 1* (*Pou2af*), and *fas apoptotic inhibitory molecule 3* (*Faim3*) (Fig. 3 A). 

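All 8 of these genes passed the study's fold and p criteria in limma, 4 lower and 4 higher in *Akt1*−/− glands. In each of them the 3 values of one genotype lay apart from those of the other (exact permutation test, two-sided, p = 0.1, the smallest that n = 3 against 3 allows). All 8 are in Table S1, whose genes the study chose on these samples, so neither result is independent evidence. *Akt1*, the targeted gene, was 9.40 ± 0.16 (SD, n = 3) in *Akt1*+/+ glands and 8.07 ± 0.22 (SD, n = 3) in *Akt1*−/− glands, a log2 fold change of −1.33 (SE 0.15). limma's unadjusted p for *Akt1* was 2e-05 and its adjusted p was 0.565. Each *Akt1*−/− gland was below each *Akt1*+/+ gland in *Akt1*, at 8.27, 7.85 and 8.10 against 9.28, 9.35 and 9.58. Whether the probes lie in the deleted part of the gene was not known here. *Muc1*, a mucin of the apical surface of luminal cells, had a log2 fold change of −0.80 (SE 0.16; values of 7.44 ± 0.27 and 6.64 ± 0.17, SD, n = 3 each). In *Akt1*, *Btn1a1* and *Mtmr7* *Akt1*+/+ replicate 2 lay between the other *Akt1*+/+ glands, and in *Muc1* it was the lowest of them at 7.17. In *Lbh*, *Dsc3*, *Pou2af1* and *Faim3*, the genes that rose, it was the *Akt1*+/+ gland nearest to the *Akt1*−/− glands. With the median of the B cell genes as a covariate *Muc1* had a log2 fold change of −0.49 (SE 0.23), and with the median of the luminal genes one of −0.36 (SE 0.19), and did not pass limma's p threshold in either fit, but *Muc1* belongs to the luminal list. The paper states that array and RT-PCR results correlated strongly.

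**Figure D1:**
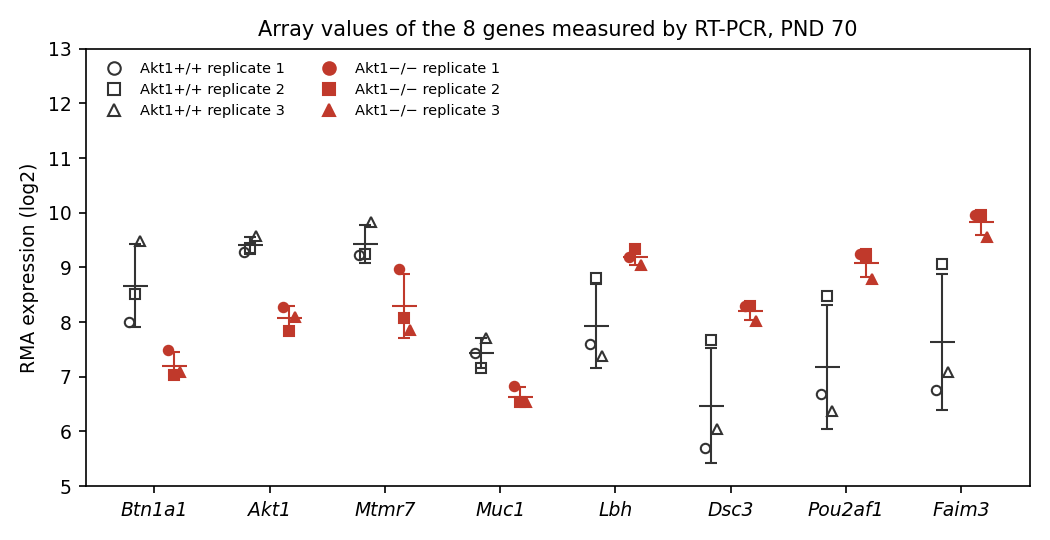
RMA expression on a log2 scale (vertical axis) of the 8 genes in each mammary gland at PND 70, with open symbols for *Akt1*+/+ and filled red symbols for *Akt1*−/− glands and a symbol shape for each replicate number. Horizontal bars are means and error bars SDs (n = 3 per genotype). *Akt1* lies between 9.28 and 9.58 in *Akt1*+/+ and between 7.85 and 8.27 in *Akt1*−/− glands, and for the 4 genes on the right *Akt1*+/+ replicate 2 lies closest to the *Akt1*−/− glands.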

We also validated the absence of Akt1 protein in the adult mammary glands by western blot, as well as the presence of Akt isoforms Akt2 and Akt3 (Fig. 4).

**Figure 3:**
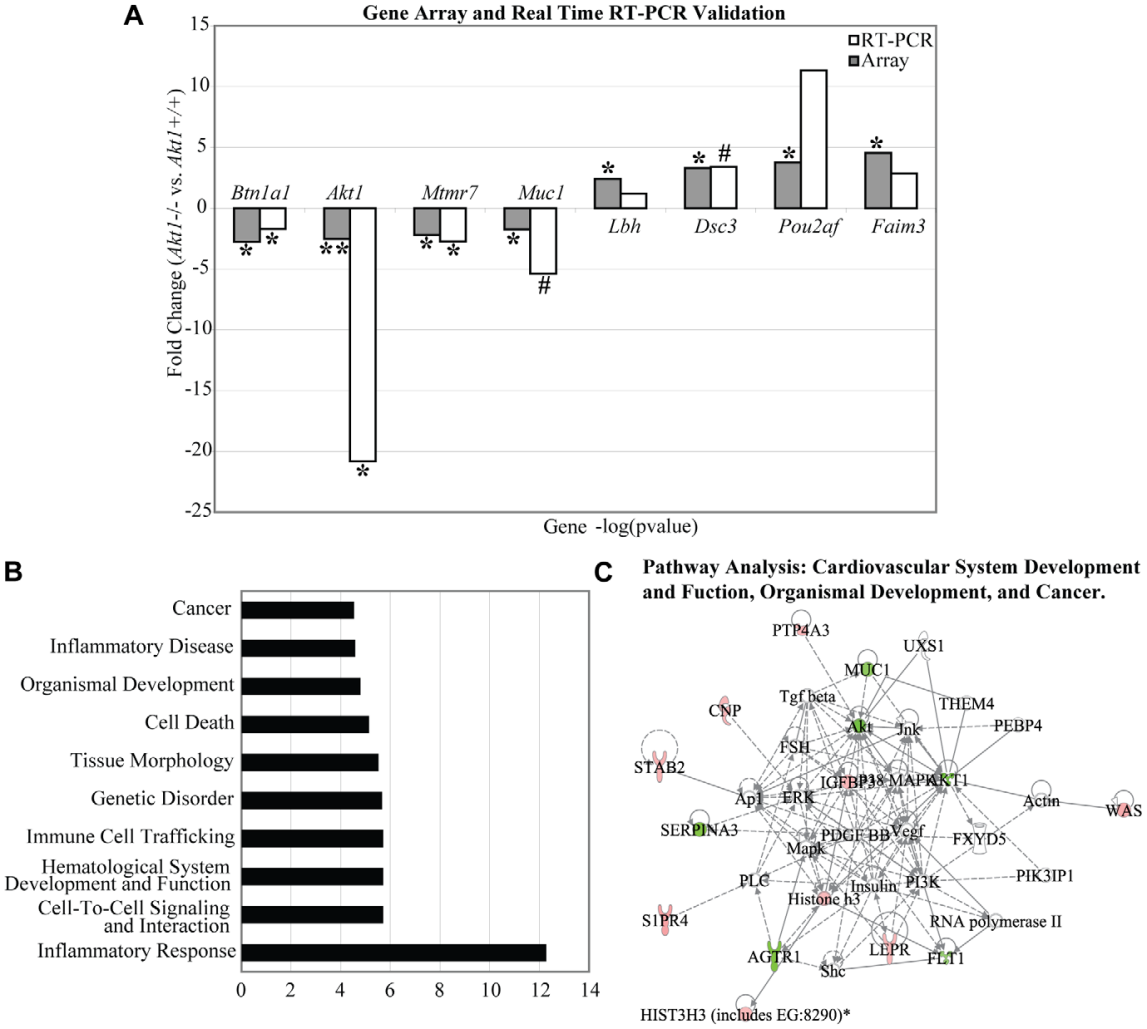
*Akt1* influences gene expression patterns in the adult mammary gland. Microarray results were validated with qRT-PCR for the genes *Btn1a*, *Akt1*, *Mtmr7*, *Muc1*, *Lbh*, *Dsc3*, *Pou2af*, and *Faim3*. Data represented as fold change in gene expression for *Akt1*−/− vs. *Akt1*+/+ (A). IPA analysis generated the top ten biological functions and diseases altered by the loss of *Akt1* (B) IPA analysis generated an association network connecting cardiovascular system development and function, organismal development, and cancer (C). Statistical analyses for qRT-PCR were conducted using a two-tailed student's t test. **p<0.01, *p<0.05, #p<0.1. n = 3 per genotype for microarray, n = 6 per genotype for qRT-PCR.

**Figure 4:**
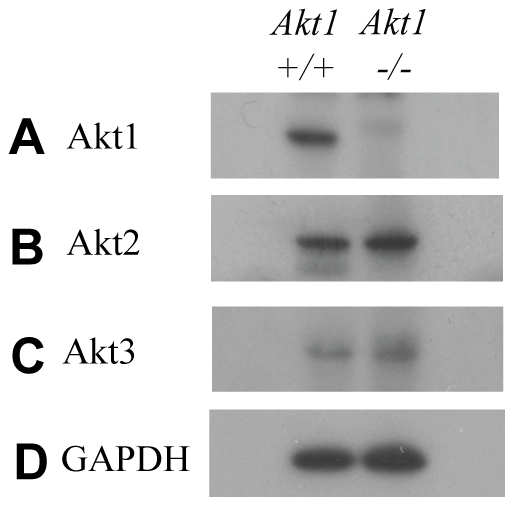
Western blot analysis of Akt isoform expression in PND 70 *Akt1*+/+ and *Akt1/−* mammary glands. Western blots of Akt1 (A), Akt2 (B), Akt3 (C), and GAPDH (D) in PND 70 Akt1+/+ and Akt1−/− mammary glands are representative of 5–8 animals per genotype.

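Genes of several immune cell types rose in *Akt1*−/− glands. The counts adjusted over a list alone are of genes with an adjusted p under 0.05 within that list, without a fold minimum. They can therefore include genes that did not pass the study's criteria. Of 29 measured B cell genes 26 rose and none fell (26 when adjusted over the list alone), among them *Vpreb3*, of B cell precursors, at 0.59 (SE 0.13). Another was *Ighm*, by the annotation used here the heavy chain of IgM, at 0.82 (SE 0.17). Table S1 gives the probe set of *Ighm* another name, *Ighvq52.3.8*, so which gene it measures is not settled here. Of 30 T cell genes 27 rose and none fell (26 when adjusted over the list alone), with the co-stimulator *Icos* at 1.69 (SE 0.53) and *Cd3d*, a chain of the T cell receptor complex, at 1.96 (SE 0.62). All 11 genes of MHC class II presentation rose (11 when adjusted over the list alone), with *H2-Ab1* at 1.18 (SE 0.26) and *H2-Aa* at 1.07 (SE 0.26). Of 13 genes of lymph node stroma and high endothelial venules 10 rose and none fell (10 when adjusted over the list alone), including *Il22ra2* at 1.15 (SE 0.22) and *Bst1* at 1.16 (SE 0.30). Among NK cell genes 6 of 15 rose and none fell (7 when adjusted over the list alone), with *Ncr1* at 0.65 (SE 0.18). Among macrophage genes 6 of 27 rose and 1 fell (8 when adjusted over the list alone), with *Marco* at 1.03 (SE 0.27) and *Lyz1* at 1.59 (SE 0.41). Among dendritic cell genes 3 of 13 rose and none fell (0 when adjusted over the list alone, with a lowest adjusted p of 0.176), with *Itgax* at 0.64 (SE 0.22).

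The lists were tested as groups with limma's camera, and the adjusted p was 6.7e-20 for B cell, 1.5e-18 for T cell, 1.1e-12 for MHC class II, 2.3e-12 for lymph node stroma, 5.2e-08 for NK cell, 8.4e-06 for macrophage and 7.2e-05 for dendritic cell genes. With an estimated correlation between genes the adjusted p was 0.356 for B cell, MHC class II, lymph node stroma and NK cell genes, 0.374 for T cell and dendritic cell genes and 0.418 for macrophage genes. The B cell list holds 3 genes of Table S1, the MHC class II list 6, the lymph node list 5, the NK cell list 1 and the macrophage list 4, which the study chose on these samples, so those counts are not independent evidence. The T cell and dendritic cell lists hold none, but they too were fixed after Table S1 had been read. In both, *Akt1*+/+ replicate 2 stood above the other *Akt1*+/+ glands, as in the B cell list. The estimated correlation between T cell genes was 0.94. Their counts therefore repeat a difference between the same samples and are not independent evidence either. The median of the B cell list, with each gene centred on its mean, was −1.59, 0.59 and −1.78 in *Akt1*+/+ replicates 1 to 3 and 1.19, 1.05 and 0.70 in the *Akt1*−/− glands. The T cell medians overlapped between genotypes, with 0.75 in *Akt1*+/+ replicate 2 and 0.63 in *Akt1*−/− replicate 3. By the methods' t-test no T cell gene and 4 B cell genes passed the study's criteria, and *Itgax* did not. *Vpreb3* missed the fold minimum without *Akt1*+/+ replicates 2 or 3 (both 0.56) or *Akt1*−/− replicate 2 (0.47), *Ncr1* without *Akt1*+/+ replicate 3 (0.48), and *Icos* missed the p threshold at 1.33 without *Akt1*+/+ replicate 1. With the luminal median as a covariate none of the genes named here kept its call, and with the B cell median *Vpreb3* and *Il22ra2* did. Both medians differed between genotypes without overlap, so a call lost in these fits does not show what caused the rise. After median centring *Vpreb3*, *Ncr1* and *Itgax* came to 0.51, 0.58 and 0.56, below the fold minimum. *Itgax* missed the p threshold without *Akt1*+/+ replicate 1 (0.59), *Akt1*+/+ replicate 3 (0.42), *Akt1*−/− replicate 1 (0.62) or *Akt1*−/− replicate 2 (0.61).

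**Figure D2:**
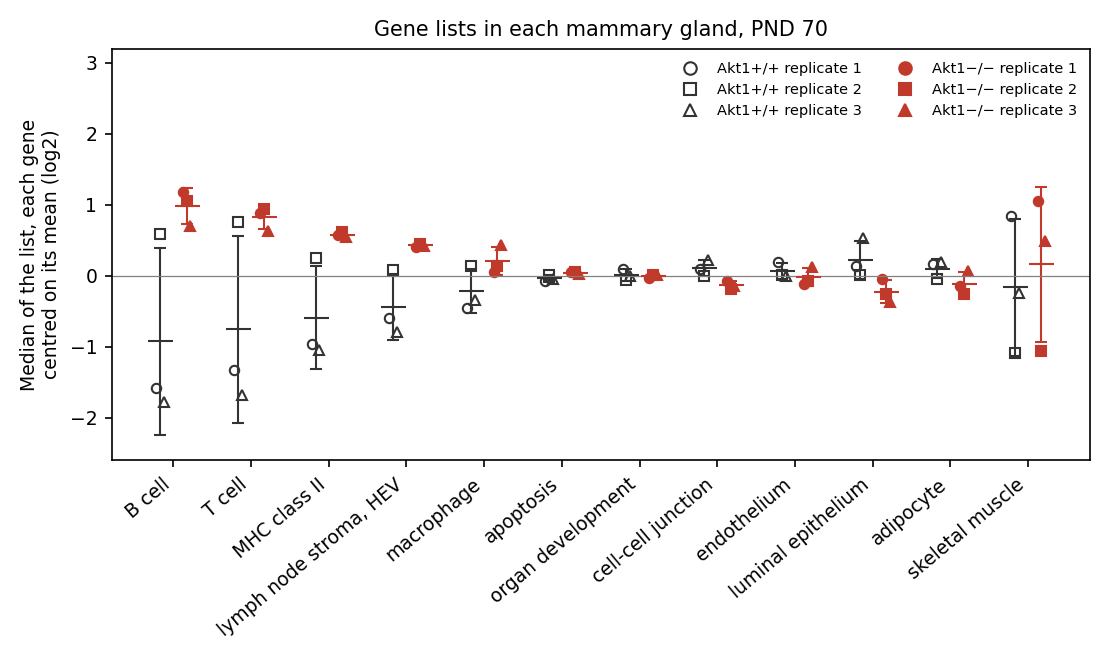
Median of each gene list per mammary gland at PND 70 (vertical axis, log2 scale, each gene centred on its mean over the 6 samples). Open symbols are *Akt1*+/+ and filled red symbols *Akt1*−/− glands, the shape gives the replicate number, bars are means and error bars SDs (n = 3 per genotype), and HEV stands for high endothelial venule. *Akt1*+/+ replicate 2 lies at 0.59 for B cell genes and the other *Akt1*+/+ glands at −1.59 and −1.78.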

Ingenuity pathway analysis indicated several altered biological functions as a result of *Akt1* ablation, including cell-to-cell signaling, intercellular interaction, tissue morphology, organismal development, and cancer within the top ten altered functions (Fig. 3 B). 

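Genes of blood vessels and of organ development went both ways in *Akt1*−/− glands. Of 41 endothelial and angiogenic genes 1 rose and 2 fell (1 when adjusted over the list alone), with *Icam2* as the one that rose, and the 2 that fell were *Agtr1a* and *Flt1*, a receptor of VEGF, the latter at −0.65 (SE 0.16). *Angpt2*, a ligand of the Tie2 receptor, had a log2 fold change of 0.36 (SE 0.13) and did not reach the fold minimum. Of 48 genes of organ development and morphogenesis 4 rose and 2 fell (0 when adjusted over the list alone, with a lowest adjusted p of 0.0501). Those that rose included *Shisa3*, an inhibitor of Wnt and FGF signaling, at 0.77 (SE 0.15) and *Eya1*, a transcriptional coactivator, at 0.61 (SE 0.14), while *Fzd6*, a Wnt receptor, was at −0.58 (SE 0.16) and missed the fold minimum. Of 23 genes of hormone and growth factor response 1 rose and 2 fell (0 when adjusted over the list alone, with a lowest adjusted p of 0.101). The one that rose was *Igfbp3*, which binds insulin-like growth factors, at 0.65 (SE 0.17), those that fell were *Erbb3* and *Fgfr2*, and *Fgf10* was at −0.41 (SE 0.14). *Stab2*, a scavenger receptor of sinusoidal endothelium, rose by 0.75 (SE 0.21).

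The endothelial list shifted down by camera (adjusted p = 0.029; adjusted p = 0.527 with an estimated correlation), as did the hormone list (adjusted p = 0.029; adjusted p = 0.374 with an estimated correlation). The organ development list did not shift (adjusted p = 0.522; median −0.0074, mean 0.028), and its members were more frequent than chance among the called genes by Fisher's exact test (adjusted p = 0.0075) only with the genes of Table S1. Without them 2 of 43 were called (adjusted p = 0.591). Table S1 holds 2 of these endothelial, 5 of these development and 1 of these hormone genes, so the counts are not independent evidence. It also names *H19*, another gene of the development list, at 2 probe sets, which the annotation used here does not give to it, so *H19* was not counted. The camera adjusted p of the endothelial list was 0.214 without *Akt1*+/+ replicate 1, 0.0721 without *Akt1*+/+ replicate 2, 0.144 without *Akt1*−/− replicate 1 and 0.284 without *Akt1*−/− replicate 2, and that of the hormone list 0.0832, 0.0934 and 0.0631 without *Akt1*+/+ replicate 2, *Akt1*+/+ replicate 3 and *Akt1*−/− replicate 2. Both lists also lost their shift after median centring (adjusted p = 0.0667 and adjusted p = 0.0971), after a further quantile normalization and with bright probe sets only, and the endothelial list with array weights or without its Table S1 genes. *Flt1*, *Shisa3*, *Eya1* and *Stab2* lost their calls with the B cell median as a covariate, and with the luminal median *Flt1*, *Shisa3*, *Igfbp3* and *Stab2*. Median centring took *Eya1* to 0.54 and *Igfbp3* to 0.57, and brought *Fzd6* to −0.65, past the minimum. *Flt1* came to −0.55 without *Akt1*+/+ replicate 1 or *Akt1*−/− replicate 2, *Eya1* to 0.54 and 0.53 without the same samples, and *Igfbp3* to 0.46 without *Akt1*−/− replicate 3, below the fold minimum, while *Fzd6* passed without *Akt1*+/+ replicates 1 (−0.68) or 2 (−0.65) or *Akt1*−/− replicates 1 (−0.64) or 3 (−0.61).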

Pathway analysis further illustrated that the pattern of differential gene expression was highly associated with cardiovascular system development and function, organismal development, and carcinogenesis pathways (Fig. 3 C).

### Alveolar cell death incidence and alveolar bud diameter are dependent on *Akt1*

Our previous results indicated that *Akt1* is necessary to maintain proper alveolar bud population in adulthood. Given the pro-survival role of *Akt1* during pregnancy and lactation [14], [19] and the ability of *Akt1* to block several pro-apoptotic processes, we examined the effect of *Akt1*−/− loss on localization of fibrin and collagen in the mammary gland, alveolar bud size, and mammary epithelial cell death. Collagen and fibrin deposition were not altered by the ablation of *Akt1*, indicating normal stromal architecture in *Akt1*+/+ and *Akt1*−/− mammary glands (Fig. 5 A, C). However, there was a strong trend for decreased alveolar bud diameter in *Akt1*−/− mammary glands, concomitant with increased epithelial cell apoptosis (Fig. 5 B, D–F). 

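Few genes of cell death or cell division changed in *Akt1*−/− glands on the array. Of 43 measured apoptosis genes 3 rose and none fell (0 when adjusted over the list alone, with a lowest adjusted p of 0.131). The 3 were *Relt*, a TNF receptor family member found mainly in lymphoid tissue, at 1.18 (SE 0.28), *Clu*, a secreted chaperone, at 0.77 (SE 0.21), and *Birc3*, an inhibitor of apoptosis. As a list they did not shift (camera adjusted p = 0.215; adjusted p = 0.435 with an estimated correlation), and they were not more frequent than chance among the called genes (Fisher's exact test, adjusted p = 0.235). With only probe sets above the median signal the list's adjusted p by camera was 0.0425. These calls are limma's. Only *Relt* and *Clu* passed by the methods' t-test, which is 2 of 43 against 92 of 19937 named genes. The array measured RNA of the whole gland, another measure than the TUNEL staining of epithelial cells. Of 39 genes of the cell cycle and DNA replication 2 rose and none fell (0 when adjusted over the list alone, with a lowest adjusted p of 0.138), namely *Cdt1* at 0.66 (SE 0.18) and *Mcm3* at 0.67 (SE 0.19), which license origins of replication. This list shifted up by camera (adjusted p = 0.003; adjusted p = 0.507 with an estimated correlation) by a median of 0.17. The apoptosis and cell cycle lists each hold 2 genes of Table S1, which are not independent evidence. *Relt*, *Clu*, *Cdt1* and *Mcm3* lost their calls with the B cell median as a covariate, with log2 fold changes of 0.28, 0.29, 0.16 and 0.20, and with the luminal median at 0.75, 0.72, 0.32 and 0.55. After median centring *Cdt1* came to 0.58, below the fold minimum, and with array weights the cell cycle list had an adjusted p of 0.143. Without *Akt1*+/+ replicate 1, *Clu* came to 0.54, *Mcm3* to 0.49 and *Cdt1* to 0.58, *Cdt1* came to 0.53 without *Akt1*+/+ replicate 3, and the adjusted p of the cell cycle list was 0.303, or 0.0896 without *Akt1*−/− replicate 2.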

Considering that our gene array results denoted cell death and tissue morphology to be two of the top ten altered biological processes altered by *Akt1* deficiency, these data further suggest that apoptosis and alveolar bud formation in the mammary gland are dependent, in part, on *Akt1*.

**Figure 5:**
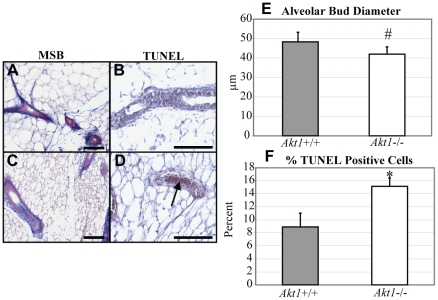
*Akt1* influences alveolar bud diameter and apoptosis incidence in adult mammary glands. Martius yellow, soluble blue, brilliant crystal (MSB) stain of *Akt1*+/+ (A) and *Akt1*−/− (C) PND 70 mammary glands. Blue staining indicates collagen and purple staining indicates fibrin. TUNEL staining in *Akt1*+/+ (B) and *Akt1*−/− (D) PND 70 mammary glands. Measurement of alveolar bud diameter in *Akt1*+/+ and *Akt1*−/− PND 70 mammary glands (E). Measurement of TUNEL positivity in *Akt1*+/+ and *Akt1*−/− PND 70 mammary glands (F). Arrow indicates apoptotic cells in the *Akt1*−/− gland. Scale bars indicate 100 µm. Data represented as mean plus standard error. Statistical analyses were conducted using a two-tailed student's t test. #p = 0.08, *p<0.05. n = 4 per genotype for (E), n = 3 per genotype for (F).

### *Akt1* affects mammary gland lobuloalveolar development and *Btn1a1* expression during psuedopregnancy

Prior studies have indicated that *Akt1* is necessary for proper lobuloalveologenesis and lactation during pregnancy and nursing. We chose to study the role of *Akt1* in alveolar differentiation during pseudopregnancy based on our findings of its effects on mammary gland development during puberty and on subfertility in *Akt1*−/− females. Similar to previous work using naturally pregnant mice, *Akt1* affects the frequency of formation of lobuloalveolar structures in pseudopregnant mice (Fig. 6 A–D). While *Akt1* deficiency reduces the number of differentiated alveolar buds, it is not required for alveolar differentiation, as indicated by the presence of alveoli (Fig. 6 D). This is in contrast to previous work that concluded that ablation of *Akt1* inhibits the formation of lobuloalveolar structures, but this is likely due to the fact that our study induced pseudopregnancy, whereas prior work utilized naturally pregnant animals [14]. Considering the decreased number of alveolar buds and ducts in adult virgin *Akt1*−/− mammary glands, our results indicate that *Akt1* is necessary for the initial formation of alveolar buds during development and relative number of lobuloalveolar structures formed during pregnancy, but is not necessary for alveologenesis.

**Figure 6:**
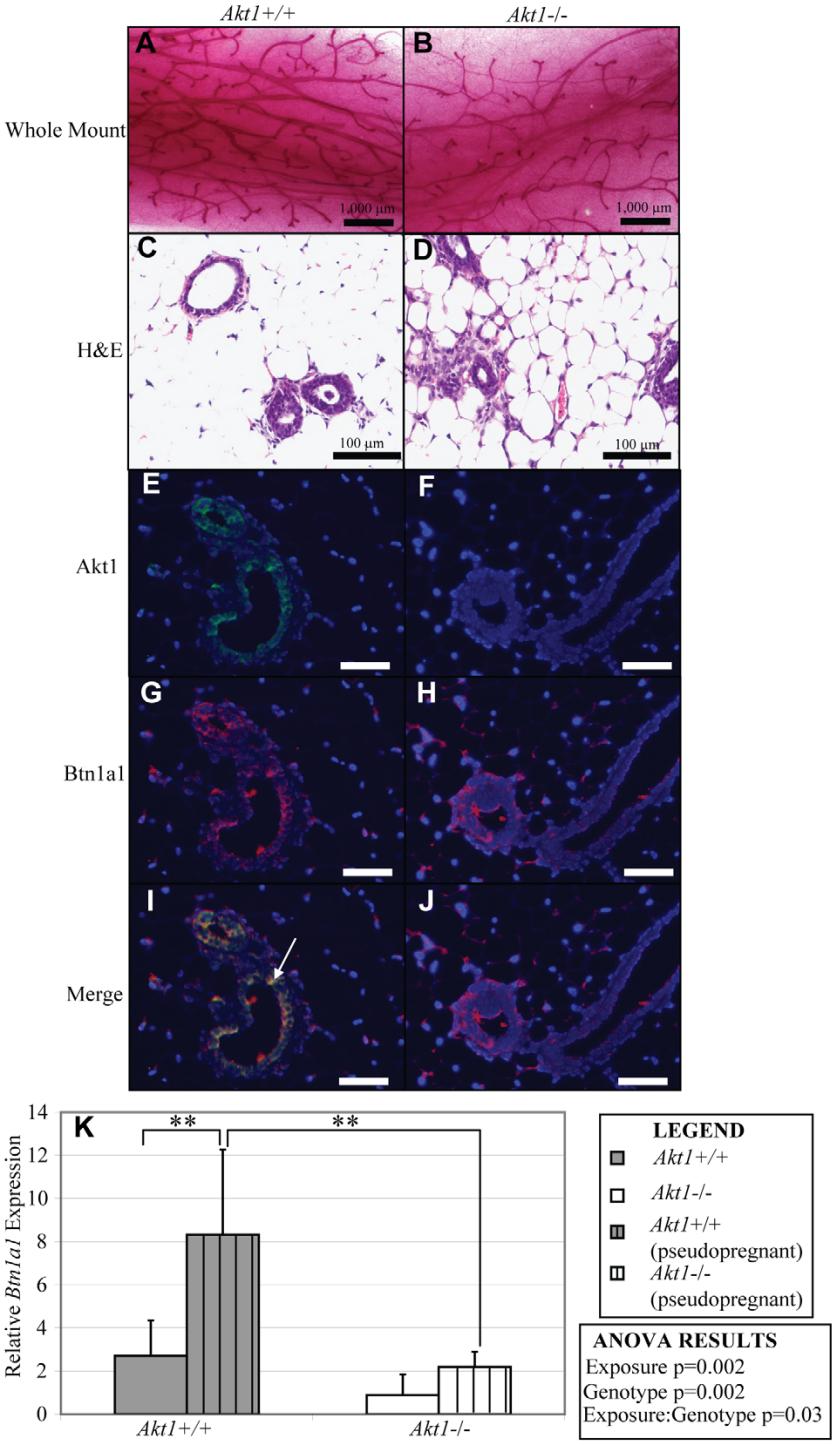
*Akt1* is necessary for *Btn1a1* expression following pseudopregnant hormonal stimulation. Representative whole mounts of pseudopregnant *Akt1*+/+ (A) and *Akt1*−/− (B) mammary glands, and H&E stained (C, D) mammary glands. Representative immunofluorescence of Akt1 and Btn1a1 in pseudopregnant *Akt1*+/+ (E, G, I) and *Akt1*−/− (F, H, J) mammary glands. Arrow indicates co-expression of Akt1 and Btn1a1 the in *Akt1*+/+ mammary gland epithelium. *Btn1a1* gene expression as determined by real time RT-PCR in virgin and pseuodopregnant *Akt1*+/+ and *Akt1*−/− thoracic mammary glands (K). Exposure = pseudopregnancy. Scale bars for whole mounts and histology/immunohistochemistry indicate 1,000 µm and 100 µm, respectively. Data represented as mean plus standard error. Statistical analyses were conducted by a two-way ANOVA followed by a Tukey HSD test. **p<0.01 for Tukey HSD post-hoc test. n = 3–6 per genotype, per exposure.

Our gene array and real-time RT-PCR results indicated that the loss of *Akt1* in the mammary gland significantly decreased expression of *Btn1a1*, a member of the butyrophilin Ig superfamily that is basally expressed in the brain, heart, lymph node, ovary and uterus, thymus, lung, spleen, and mammary gland [24]. 

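*Btn1a1* had the largest fall on the array among genes whose values did not overlap between genotypes, from 8.67 ± 0.75 (SD, n = 3) in *Akt1*+/+ to 7.20 ± 0.25 (SD, n = 3) in *Akt1*−/− glands. Its log2 fold change was −1.46 (SE 0.34), with an unadjusted p of 0.00277 from limma. All 3 *Akt1*−/− glands, between 7.03 and 7.49, lay below the *Akt1*+/+ glands at 8.00, 8.52 and 9.48. Other genes of luminal epithelium were lower as well. Of 36 luminal genes 6 fell and none rose (1 when adjusted over the list alone), among them *Epcam* at −0.68 (SE 0.19) and *Esrp1*, an epithelial splicing factor, at −0.80 (SE 0.22), while *Cdh1*, which encodes E-cadherin, was at −0.57 (SE 0.15) and just missed the fold minimum. Of 27 genes of milk secretion 5 fell and 1 rose (2 when adjusted over the list alone). Those that fell included *Csn3*, which encodes kappa-casein, at −0.998 (SE 0.30) and *Elf5*, a transcription factor of alveolar cells, at −0.84 (SE 0.25). The others that fell were *Btn1a1*, *Muc1* and *Ltf*, and the one that rose was *Glycam1*. *Csn2*, which encodes ß-casein, was at 5.00 ± 0.15 and 4.83 ± 0.22 (SD, n = 3 each) and did not pass limma's p threshold, at −0.18 (SE 0.15). Its values lay below the lower quartile of each array, which ran from 5.67 to 5.87, so a fall from there might not be seen. Of 26 genes of fatty acid and triglyceride synthesis 1 fell and none rose (1 when adjusted over the list alone). It was *Mboat2*, a lysophospholipid acyltransferase, at −0.78 (SE 0.13), and *Gpam*, which starts triglyceride synthesis, was at −0.56 (SE 0.14), below the fold minimum.

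By camera the luminal list shifted down by a median of −0.45 (adjusted p = 1.6e-17), milk secretion by −0.13 (mean −0.065; adjusted p = 0.0043) and fatty acid synthesis by −0.24 (adjusted p = 6.5e-06). With an estimated correlation the adjusted p was 0.356, 0.356 and 0.435. Table S1 holds 4, 2 and 1 of their genes, which are not independent evidence. Without Table S1 genes 2 of 32 luminal genes were called, or 6.25% against 2.67% of other genes (Fisher's exact test, adjusted p = 0.441). By the same test, chosen after the result was seen, 4 of 25 milk secretion genes were called (adjusted p = 0.0134). This test counts both directions. *Csn3*, *Elf5* and *Ltf* fell and *Glycam1* rose, so it does not test a fall of milk genes. *Btn1a1* minus the median of the other luminal genes was −0.65, 0.10 and 0.42 in the *Akt1*+/+ glands and −0.91, −1.22 and −1.03 in the *Akt1*−/− glands, a difference of −1.02 (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). With the luminal median as a covariate in limma, *Btn1a1* was at −0.54 (SE 0.35) and did not pass the p threshold, nor did *Csn3*, *Elf5*, *Epcam* and *Esrp1* at −0.11, −0.085, −0.15 and −0.17, of which *Elf5*, *Epcam* and *Esrp1* are in the luminal list themselves. *Epcam* came to −0.46 and *Elf5* to −0.56 without *Akt1*+/+ replicate 3, *Cdh1* to −0.61 and *Gpam* to −0.61 without *Akt1*+/+ replicate 1, both to −0.66 without *Akt1*+/+ replicate 2, *Cdh1* to −0.67 without *Akt1*−/− replicate 1, and the camera adjusted p of the fatty acid list was 0.0996 without *Akt1*+/+ replicate 1. By the methods' t-test *Csn3* and *Elf5* missed the p threshold. *Csn3*, *Elf5*, *Epcam* and *Esrp1* also lost their calls with the B cell median as a covariate, while *Btn1a1* kept its own at −1.25 (SE 0.53). Median centring brought *Cdh1* to −0.64 and *Gpam* to −0.63, past the minimum. Without its Table S1 genes the milk secretion list had a camera adjusted p of 0.0522. From these array values and its RT-PCR, the paper concludes that *Btn1a1* expression falls when *Akt1* is lost in the mammary gland. It also reports less Btn1a1 protein and no induction of *Btn1a1* in pseudopregnant *Akt1*−/− glands, and lower *Btn1a1* after *Akt1* knockdown in MCF7 cells.

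**Figure D3:**
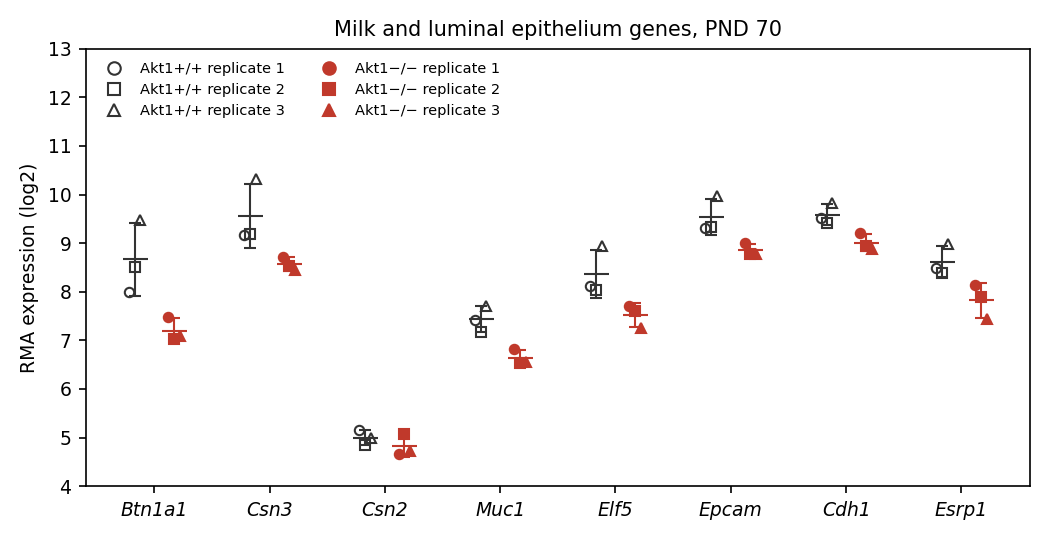
RMA expression on a log2 scale (vertical axis) of milk and luminal epithelium genes in each mammary gland at PND 70. Open symbols are *Akt1*+/+ and filled red symbols *Akt1*−/− glands, the shape gives the replicate number, bars are means and error bars SDs (n = 3 per genotype). *Btn1a1* lies between 8.00 and 9.48 in *Akt1*+/+ and between 7.03 and 7.49 in *Akt1*−/− glands. *Csn2* lies near 5.00 in both genotypes, below the lower quartile of each array.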

*Bnt1a1* is highly expressed in the secretory epithelium of lactating mammary glands, and is essential for milk lipid secretion [21]. Btn1a1 and Akt1 were co-expressed in pseudopregnant mammary glands (Fig. 6 E, G, I), and expression of Btn1a1 was decreased in *Akt1*−/− glands, signifying that *Akt1* is necessary for proper protein expression of Btn1a1 in the mammary gland (Fig. 6 H). Additionally, while *Akt1*+/+ mammary glands responded to pseudopregnancy by significantly increasing the levels of *Btn1a1* as compared to virgin glands, *Akt1*−/− mammary glands failed to do so (Fig. 6 K). *Btn1a1* expression in *Akt1*−/− glands during pseudopregnancy was also significantly decreased as compared to pseuodpregnant *Akt1*+/+ glands. A two-way ANOVA analysis revealed that both *Akt1* genotype status and exposure (pseudopregnancy) were significant factors in determining *Btn1a1* expression.

### *Akt1* promotes cell proliferation and *Btn1a1* and *ß-casein* gene expression in MCF7 human breast epithelial cells

In order to directly address whether *Btn1a1* or *ß-casein* are downstream of Akt1, we evaluated the effect of shRNA-mediated knockdown of *Akt1* or *Btn1a1* in MCF7 human breast epithelial cells on *ß-casein*, a gene that encodes for a milk protein expressed during early lactational mammary epithelial differentiation [11]. MCF7 cells expressing shRNA targeting Akt1 (shAkt1) exhibited significant decreases in cell proliferation after 4–6 days of growth in culture (Fig. 7 A). Knockdown of Akt1 also resulted in significant decreases in both *Btn1a1* and *ß-casein* expression (Fig. 7 B), while knockdown of *Btn1a1* (shBTN1A1) decreased expression of *Btn1a1* and *ß-casein*, but not *Akt1* (Fig. 7 B, Fig. S2.).

**Figure 7:**
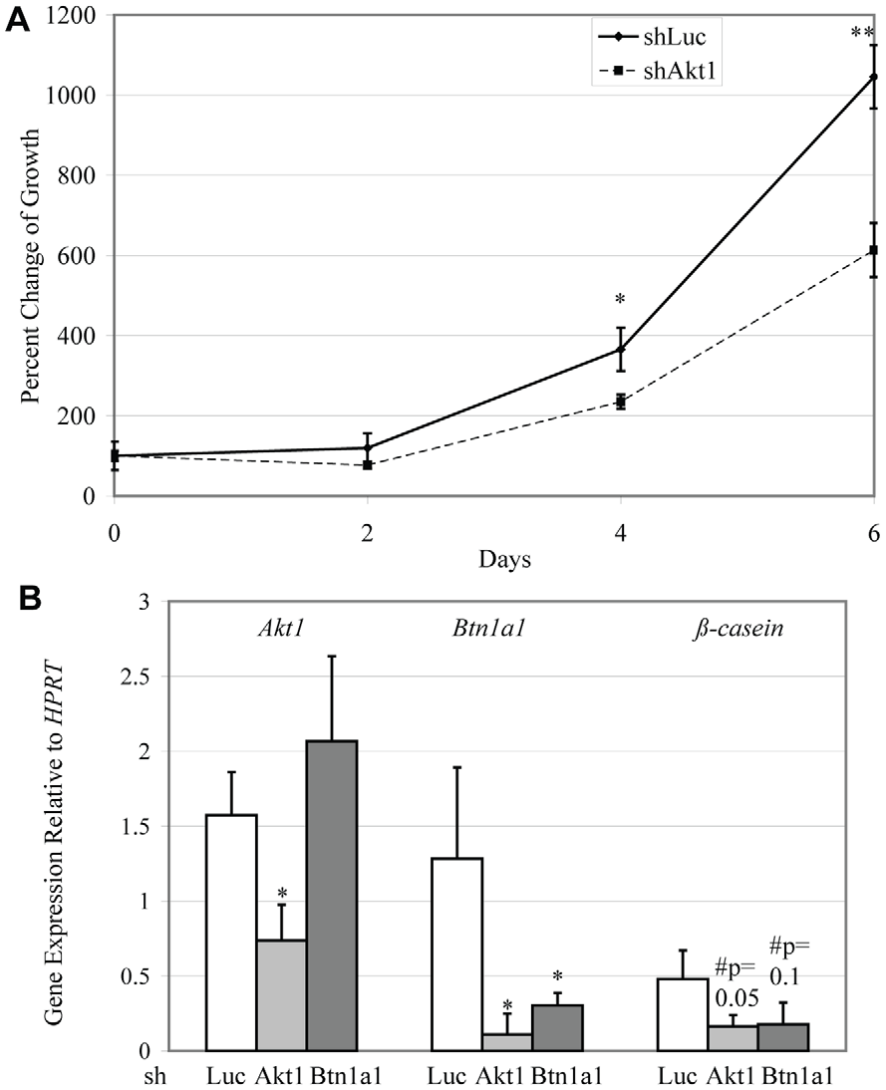
*Akt1* is required for epithelial cell proliferation and *Btn1a1* and *ß-casein* gene expression. Percent change in cell growth over 6 days in MCF7 cells expressing shAkt1 or shLuciferase control (A). Relative gene expression of *Akt1*, *Btn1a1*, and *ß-casein* in shAkt1, shBtn1a1, or shLuciferase cells (B). Data represented as mean plus standard error. Statistical analyses were conducted using two-tailed student's t tests. #p<0.1, **p<0.01, *p<0.05 compared to shLuciferase control. n = 3 independent infections.

## Discussion

The mammary gland is a critical reproductive organ, and the abilities of the adult mammary gland to undergo normal development and proper lobuloalveolar remodeling during pregnancy are critical for reproductive health. The mammary gland is distinct from other organs because it undergoes most of its branching postnatally with the onset of puberty rather than *in utero*. Proper branching morphogenesis is fundamental for functional development and differentiation to occur in adulthood. Using an *Akt1*+/+ and *Akt1*−/− mouse model to examine postnatal development *in vivo*, we found that *Akt1* is essential for proper mammary gland organogenesis and appropriate adult mammary homeostasis. Mammary gland development can be separated into three distinct stages: embryonic, adolescent, and adult. We found that the initial branching and formation of the rudimentary duct occurred normally in *Akt1*−/− mammary glands, indicating that embryonic mammary gland development is *Akt1*-independent. These results are not surprising considering embryonic mammary development is also hormone-independent, and PI3K/AKT activates ERα [25].

We did find that postnatal mammary gland development is *Akt1-*dependent. Unlike embryonic growth, postnatal development requires estrogen and progesterone, which are secreted by the ovaries at approximately three weeks of age in the mouse. Ductal outgrowth of inguinal mammary glands was significantly reduced in *Akt1*−/− glands during early and late pubertal time points. However, by adulthood these glands occupied the same amount of space in the fat pad as their wild-type counterparts. Our previous work indicated that *Akt1*−/− female mice had higher levels of estradiol and lower levels of progesterone than *Akt1*+/+ females during late puberty, but that these levels were similar in both genotypes by adulthood irrespective of *Akt1* status [20]. Considering that postnatal ductal growth and alveolar expansion are dependent on estradiol and progesterone, the higher levels of progesterone most likely have a compensatory effect on ductal outgrowth, allowing for the *Akt1*−/− mammary glands to reach full size. Conversely, the levels of estradiol may be a contributing factor to the altered terminal end bud and alveolar expansion seen in the *Akt1*−/− glands. Mammary gland postnatal ductal development is driven by the rapid growth of the terminal end bud, a unique structure that contains dichotomously dividing stem cells during puberty. The terminal end bud contains a ‘tube within a tube’ structure, with an outer layer of undifferentiated cap cells and an inner layer of luminal epithelial cells. Both layers have high rates of mitosis, and normally have rates of forward growth through the fat pad of about 0.5 mm per day [26]. *Akt1* deficiency resulted in a significant decrease in the terminal end bud population during puberty, and a significant decrease in total alveolar buds and a strong trend for decreased alveolar bud size in adulthood. We also demonstrated that suppression of *Akt1* in human breast epithelial cells inhibited cell proliferation, further illustrating the importance of *Akt1* in mammary epithelial cell growth. The growth of the terminal end bud relies both on estradiol and growth factors elicited by the stroma, such as insulin-like growth factor-1 (IGF-1). Notably, the AKT pathway has been implicated in both estrogen and insulin signaling [9], [25]. Moreover, Akt has been shown to be phosphorylated downstream of IGF-1 [27]. In our model, *Akt1* could be a potential mediator of IGF-1 and estrogen signaling to the terminal end bud, and its deficiency results in a lack of bifurcation.

The permanent structural changes in *Akt1*−/− mammary glands led us to examine alterations in gene expression in adult glands. We chose to validate a set of genes based on their high rates of fold change and relative importance in growth and differentiation processes. For example, *Akt1*−/− glands exhibited increased expression of *Lbh*, a gene normally expressed during development in branched limbs and the heart, which could be a compensatory mechanism for the observed deficiency in postnatal growth and bud development. 

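On the array *Lbh* was 7.93 ± 0.77 (SD, n = 3) in *Akt1*+/+ and 9.20 ± 0.15 (SD, n = 3) in *Akt1*−/− glands, a log2 fold change of 1.27 (SE 0.34). The *Akt1*+/+ glands were at 7.60, 8.81 and 7.38 and the *Akt1*−/− glands at 9.20, 9.35 and 9.05. limma gave *Lbh* an unadjusted p of 0.0059, and the methods' t-test a p of 0.0492. The gland with the highest *Lbh* among the *Akt1*+/+ samples, replicate 2, also had their highest B cell and T cell medians. With the B cell median as a covariate *Lbh* was at 0.17 (SE 0.19), and with the luminal median at 0.58 (SE 0.46), and it passed the p threshold in neither fit.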

Over-expression and deregulation of *Lbh* results in suppression of epithelial cell differentiation and a potential involvement in Wnt-induced breast tumorigenesis [28]. Our findings further suggest that the lack of *Akt1* in the mammary gland may also disrupt its functional role in lactation. *Akt1* has previously been found to be involved in the proper formation of lobuloalveolar units during pregnancy, as well as in proper milk production during nursing. The phenotype of *Akt1*−/− mammary glands has been described, including the inhibition of lobuloalveolar units and survival in mammary epithelia during pregnancy [14].

We chose to investigate the molecular basis of abnormal mammary gland function based on our prior results indicating decreased expression of *Btn1a1* in *Akt1*−/− mammary glands. *Btn1a1* has recently been found to be a crucial gene for proper milk lipid secretion during lactation. We induced pseuodopregnacy to examine the influence of *Akt1* on *Bnt1a1* during pregnancy by PMSG and hCG injections in *Akt1*+/+ and *Akt1*−/− adult females since *Akt1*−/− females have high rates of fetal resorptions and are subfertile [20]. Following hormonal stimulation, *Akt1*+/+ mammary glands exhibited increased expression of *Btn1a1*, suggesting that *Btn1a1* induction occurs normally during pregnancy, likely in preparation for milk production during nursing, as *Btn1a1* is required for the secretion of milk lipid droplets [24]. *Akt1*−/− mammary glands failed to induce an increase in expression of *Btn1a1* during pseudopregnancy compared to a virgin state, and had significantly decreased *Btn1a1* expression compared to pseuodopregnant *Akt1*+/+ glands. Furthermore, knockdown of *Akt1* in human breast epithelial cell decreased expression of *ß-casein*, *Btn1a1* and *Akt1*, and knockdown of *Btn1a1* decreased expression of *ß-casein* and *Btn1a1*, but not *Akt1*. These data suggest that *Btn1a1* is downstream of *Akt1*, and *ß-casein* is further downstream. These data, taken together with the previously shown roles of *Btn1a1* and *Akt1* in lactation, suggest a regulation of *Btn1a1* by *Akt1* in the mammary gland, and that *Akt1* may promote milk protein production through *Btn1a1* and subsequent *ß-casein* expression. Collectively, while *Akt1*−/− mammary glands can form alveoli during pseudopregnancy, they are fewer in number and potentially dysfunctional in their milk production.

IPA revealed that several genes involved in organismal development, cell death, tissue morphology, and cancer were altered *Akt1*−/− mammary glands. The roles of the PI3K/AKT pathway in cell survival and apoptosis have been extensively studied, but we found differential expression of additional genes that may be involved in this process, including *Mtmr7*, *Pou2af*, and *Faim3*, which play roles in either cell survival or apoptosis. 

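*Mtmr7*, a phosphoinositide phosphatase, was 9.44 ± 0.35 in *Akt1*+/+ and 8.30 ± 0.59 in *Akt1*−/− glands (SD, n = 3 each), a log2 fold change of −1.13 (SE 0.30). *Pou2af1*, a transcriptional coactivator of B cells, rose by 1.91 (SE 0.49), from 7.17 ± 1.13 to 9.08 ± 0.25 (SD, n = 3 each). *Faim3*, the Fc receptor for IgM (*Fcmr* in current annotation), rose by 2.18 (SE 0.53), from 7.64 ± 1.25 to 9.82 ± 0.23 (SD, n = 3 each). Their unadjusted p from limma was 0.0052, 0.0047 and 0.0036. *Pou2af1* and *Faim3* belong to the B cell list, and in *Akt1*+/+ replicate 2 they stood at 8.47 and 9.06, against 6.68 and 6.76 in replicate 1 and 6.37 and 7.09 in replicate 3. Of 35 genes of Akt signaling 4 rose and 4 fell (2 when adjusted over the list alone). Besides *Akt1*, *Mtmr7* and *Pik3r1*, the one that fell was *Prex2*, a guanine nucleotide exchange factor that binds PTEN, at −0.59 (SE 0.14), while *Pik3r3*, a regulatory subunit of PI3-kinase, was at −0.42 (SE 0.12) and missed the fold minimum. Those that rose were *Inpp5d*, *Pik3cg*, *Pik3cd* and *Inpp4b*, of which the first 3 are best known from leukocytes. In each of these 4 the values of the genotypes overlapped.

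The Akt signaling list shifted down by a median of −0.15 and a mean of −0.011 (camera adjusted p = 0.0042; adjusted p = 0.411 with an estimated correlation), and 3 of its genes are in Table S1, which are not independent evidence. The adjusted p of its shift was 0.106 without those genes, 0.468 without *Akt1*+/+ replicate 2 and 0.0548 without *Akt1*−/− replicate 2, and *Prex2* came to −0.50 without *Akt1*+/+ replicate 3 or *Akt1*−/− replicate 2. With the B cell median as a covariate *Mtmr7* was at −1.01 (SE 0.46), *Pou2af1* at 0.27 (SE 0.18) and *Faim3* at 0.42 (SE 0.24), with the luminal median *Mtmr7* was at −0.30 (SE 0.29) and *Faim3* at 1.46 (SE 0.81), and none of these passed the p threshold, nor did *Pou2af1* with the luminal median. *Prex2* lost its call in both fits. *Pou2af1* and *Faim3* are members of the B cell list, so their loss of a call with the B cell median is in part set by their own group. The list's adjusted p was 0.0634 after a further quantile normalization and 0.104 with bright probe sets only. The paper states that *Mtmr7*, *Pou2af1* and *Faim3* have roles in cell survival or apoptosis, and proposes that they take part in that process here.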

We also found that *Akt1* deficiency resulted in decreased alveolar bud diameter and increased epithelial cell apoptosis, which could decrease the quantity of alveolar buds and terminal ducts in adult *Akt1*−/− glands. However, cell growth in terminal end buds and alveolar buds not only relies on mitogenic signals for proliferation, but also on cell-cell contacts for forward growth. 

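The desmosomal cadherin gene *Dsc3* rose in *Akt1*−/− glands. It went from 6.47 ± 1.05 (SD, n = 3) in *Akt1*+/+ to 8.20 ± 0.16 (SD, n = 3) in *Akt1*−/− glands, a log2 fold change of 1.73 (SE 0.45), with an unadjusted p of 0.0051 from limma. Its *Akt1*+/+ values were 5.70, 7.67 and 6.04 in replicates 1 to 3. Of 39 genes of cell-cell junctions 2 rose and 6 fell (7 when adjusted over the list alone). *Pcdh20*, a protocadherin, rose by 0.67 (SE 0.16), and *Pkp4*, a plakophilin of junctions, was among those that fell, at −0.60 (SE 0.16). The list shifted down by a median of −0.24 by camera (adjusted p = 2.9e-06; adjusted p = 0.356 with an estimated correlation). It holds 6 genes of Table S1, which are not independent evidence, and shares 9 genes with other lists. When the B cell median was a covariate *Dsc3* was at 0.26 (SE 0.23), *Pcdh20* at 0.30 (SE 0.21) and *Pkp4* at −0.19 (SE 0.19), with the luminal median they were at 1.13 (SE 0.69), 0.35 (SE 0.23) and −0.28 (SE 0.24), and none of them passed the p threshold in either fit. Without *Akt1*+/+ replicate 1 *Pcdh20* came to 0.58 and *Pkp4* to −0.57, and *Pkp4* came to −0.47 without *Akt1*+/+ replicate 3, −0.53 without *Akt1*−/− replicate 2 and −0.56 after a further quantile normalization, below the fold minimum.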

Cell-cell signaling and interaction was another biological process altered by *Akt1* deficiency, which included several altered genes such as *Dsc3*, a member of the cadherin superfamily. Cadherins are calcium-dependent cell-adhesion proteins that mediate cell-cell interaction, and several cadherins are expressed in mammary gland alveolar buds and terminal end buds. Previous research has indicated that disruption of cell-cell contacts inhibits forward growth, suggesting that these interactions are essential for proper mammary gland growth through the fat pad [26]. It is possible that aberrant signaling in the absence of *Akt1* disrupted cell-cell signaling, resulting in improper growth, as demonstrated in the delayed ductal outgrowth and deficiency in terminal end bud growth and alveolar bud development. Collectively, our findings suggest that *Akt* signaling is essential for proper alveolar bud apoptosis, quantity, growth, and size.

Considering prior studies and our novel findings, it is likely that *Akt1* is necessary for both proper mammary gland postnatal growth and functional adult development. Regarding postnatal growth, *Akt1* appears essential for ductal outgrowth through the fat pad as well as for the bifurcation of terminal end buds and formation of alveolar buds and terminal ducts. Permanent changes in mammary gland composition and gene expression are likely contributing factors to the abnormal function of adult *Akt1*−/− mammary glands. Regarding *Btn1a1*, it seems that *Akt1* is essential for its expression both during a basal virgin state as well as during pseudopregnancy. The lack of *Btn1a1* and *Akt1* expression, both of which influence milk lipid production, can result in increased offspring mortality, suggesting these genes are essential for proper reproductive health and offspring growth.

## Supporting Information

Figure S1 ***Akt1*** **does not mediate initial side branching in the developing mammary gland.** Quantification of the number of branch points in the mammary gland at PND 11 and PND 25. Data represented as mean plus standard deviation. Statistical analyses were conducted using a two-tailed student's t test. n = 3–8 per genotype, per age group.
(TIF)

Figure S2 **Selective knockdown of the Akt1 isoform in MCF7 human mammary epithelial cells.** Western blot analysis of Akt1, Akt2, Akt3, and GAPDH in MCF7 cells expressing shLuciferase, shBtn1a1 or shAkt1.
(TIF)

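The table lists 119 probe sets, 73 higher and 46 lower in *Akt1*−/− glands, of which 111 carry a gene name. All 119 had the same direction in the deposited values, where the difference of the group means differed from the paper's log2 ratio by a median of 0.0056 and at most 0.04. By the methods' t-test on the deposited values 115 of the 119 met the study's criteria, and 5 probe sets outside the table did so too. In limma 116 of the 119 met them, together with 761 probe sets outside the table. The genotypes did not overlap in any of the 119. Among the genes higher in the table, 17 belong to the immune cell lists by the annotation used here, such as *H2-Ab1* and *Lyz1*. The paper's p was above 0.04 for 39 of the probe sets and below 0.01 for 10.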

Table S1 **Differentially expressed gene list in** ***Akt1−/−*** **mammary glands.** Listed are the statistically significant genes with a p<0.05 and a fold-change of <1.5 in adult *Akt1*−/− mammary glands compared to *Akt1*+/+ mammary glands.
(DOC)

# Supplementary material for: Akt1 Is Essential for Postnatal Mammary Gland Development, Function, and the Expression of Btn1a1
**Source:** PLoS One. 2011 Sep 7;6(9):e24432. doi: 10.1371/journal.pone.0024432
**Supplement:** Table S1 — Differentially expressed gene list in Akt1−/− mammary glands. Listed are the statistically significant genes with a p<0.05 and a fold-change of <1.5 in adult Akt1−/− mammary glands compared to Akt1+/+ mammary glands.

**Table S1: Differentially expressed gene list in *Akt1-/-* mammary glands.**

How the deposited data were processed for this re-analysis (not part of the article)

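RNA of thoracic mammary glands in 3 *Akt1*+/+ and 3 *Akt1*−/− samples at PND 70 was measured on Affymetrix arrays, 1 array per sample. The mice were C57/BL6 females from matings of heterozygotes, and the glands had been flash frozen. Within a genotype the labels tell the samples apart by a replicate number alone, so the p-values measure the spread between these samples. The deposited values are log2 expression values per probe set, made by the authors with RMA in Partek, as the methods and the submitters' processing notes state. They were used as deposited. No detection calls or background signals were used here, so which probe sets lie above background is not known. The methods name one mouse array design, while the probe set numbers of Table S1 and of the deposited values belong to another design, and the probe annotation used here is matched to the deposited values by those numbers.

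The deposited table holds 35555 probe sets. The first 6605 were left out, since none is in the probe annotation and the column of numbers in Table S1 starts after them, and 28950 were tested. This choice was made after the values were seen, and tests on all probe sets and on annotated probe sets alone stand beside it as alternatives. Of those tested 21788 had 1 gene, 1621 several and 5541 none in the annotation, which can be old; 21697 of those with 1 gene were found by gene number in a current gene table, and 0 symbols needed updating. No gene was named from a probe set with several. *Akt3* had no probe set with a single gene and was not analysed here.

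The genotypes were compared with limma 3.58.1 in R 4.3.3 by lmFit and eBayes, *Akt1*−/− minus *Akt1*+/+, on all 6 samples. The study's criteria were an unadjusted p under 0.05 and a fold change of at least 1.5, and p-values were also adjusted by Benjamini-Hochberg. The equal-variance test of the methods, called the methods' t-test, was run on the same values. Tables and plots were made in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. The numbers 1 to 3 of the replicates were not taken to pair the samples. Correlations between arrays ran up to 0.993, between *Akt1*+/+ replicate 2 and *Akt1*−/− replicate 1, no pair of arrays shared more than 19 identical values among the tested probe sets, and no sample was counted as a copy of another.

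Lists of 664 genes in 24 groups, 617 of them measured, were fixed before the data were examined but after Table S1 had been read. They cover Akt signaling, milk secretion, fatty acid and triglyceride synthesis, luminal epithelium, myoepithelium, hormone and growth factor response, adipocyte, brown adipocyte, B cell, T cell, NK cell, macrophage, dendritic cell, MHC class II presentation, lymph node stroma and high endothelial venule, interferon response, endothelium and angiogenesis, fibroblast with collagen and fibrin, skeletal muscle, apoptosis, cell cycle and DNA replication, cell-cell junction, organ development and morphogenesis, and housekeeping genes. Each gene was taken at the probe set with the highest mean. A match by synonym had put *Nckap1* in the place of *H19* in the organ development list, and after the results were seen such matches were barred for names that are current symbols, which left *H19* unmeasured. Lists were tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation, and by one-sided Fisher's exact test among the called genes, each adjusted over the lists. "Rose" and "fell" stand for genes past the study's criteria in limma. Counts adjusted over a list alone took Benjamini-Hochberg within that list at an adjusted p under 0.05 and no fold minimum.

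The rule for named genes, also fixed then, took the genes the paper names from the array, the 10 largest rises and 10 largest falls among called genes with 1 symbol whose values did not overlap between genotypes, and the up to 4 members of each list with the smallest p. From each list, the text gives only some of these as examples, chosen after their values were seen, and the effect of the alternatives was computed for those named in the text. *Birc3*, *Erbb3*, *Fgfr2*, *Gpr132*, *H19*, *Icam2*, *Igha*, *Inpp4b*, *Inpp5d*, *Ltf*, *Pik3cd*, *Pik3cg*, *Pik3r1* and *Pld4* fall outside the rule or that choice and were named, beside a count and without values, after their values were seen.

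The alternatives set beforehand were the methods' t-test, the replicate number as a block, each sample left out in turn, a variance trend with robust hyperparameters, array weights, median centring, a further quantile normalization, bright probe sets only, other fold minimums, 1 probe set per gene, the B cell or luminal median as a covariate, the list test's correlation and members, and other windows around *Akt1*. Neither the B cell nor the luminal median overlapped between genotypes. A call lost with either as a covariate can therefore come from this tie to the genotype. A test on simulated values of 28950 probe sets for *Akt1*−/− against *Akt1*+/+, with 100 probe sets changed by log2 1 and 100 by log2 2, recovered 98% and 100% at the study's criteria with limma (67% and 96% at an adjusted p under 0.05) and 95% and 99% with the methods' t-test. It also gave 267 false calls with limma, 123 with the methods' t-test and 11 at an adjusted p under 0.05, found the 1 shifted list, and called 0 of the others. The simulated genes varied independently of each other. In the deposited values the estimated correlation between genes was 0.83 in the B cell list and 0.94 in the T cell list. The simulation therefore does not show how often unshifted lists or genes would be called in these data.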

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

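Of the tests in this part, those of lymph node tissue, the genotype label of 1 sample, the epithelial share, a change of lymphoid cells and the adipocyte comparison for *Btn1a1* were chosen after the result was seen, as were the further conditions put on both tests of *Btn1a1* whose bounds had been set before.

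The text of the paper does not discuss the immune genes as a group, although Fig. 3B lists Inflammatory Response first. The lists shifted up by median log2 fold changes of 1.91 for B cell, 1.64 for T cell, 0.48 for NK cell, 0.37 for macrophage, 0.62 for dendritic cell, 1.18 for MHC class II and 1.03 for lymph node stroma and high endothelial venule genes, by camera at the preset correlation, and none of the 7 passed with an estimated correlation (adjusted p of 0.356 to 0.418).

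The immune genes were high in all 3 *Akt1*−/− glands and in *Akt1*+/+ replicate 2. A wrong genotype label of that sample is argued against by its *Akt1* value of 9.35, above the highest *Akt1*−/− value of 8.27. A smaller epithelial share that raises every other cell type alike is argued against by the adipocyte list, whose median was −0.26. Lymph node tissue in some of the dissected glands may be the source. The reason is that 8 genes of lymph node stroma and venules outside Table S1 and the leukocyte lists had a median log2 fold change of 0.85. They were uneven, from 0.26 for *Madcam1* and 0.30 for *Fut7* to 3.03 for *Cxcl13* and 4.66 for *Glycam1*. *Glycam1*, which the milk secretion list holds too, was at 5.93, 11.96 and 5.51 in *Akt1*+/+ replicates 1 to 3 and 12.57, 12.46 and 12.36 in *Akt1*−/− replicates 1 to 3. A change of lymphoid cells with the genotype stays open, because the T cell medians differed by 1.58 against an SD of 1.32 within *Akt1*+/+ glands and overlapped, while those of B cell (1.90, SD 1.32), MHC class II (1.17, SD 0.72) and lymph node stroma genes (0.87, SD 0.46) did not overlap but differed by less than 2 such SDs.

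*Btn1a1* was lower in all 3 *Akt1*−/− glands, beside lower luminal genes and higher lymphoid genes. Dilution by lymphoid RNA of every other transcript alike would lower *Btn1a1* and the adipocyte genes by the same amount. The median of the adipocyte list lay 1.20 above *Btn1a1*, more than 3 times its SE of 0.34. *Btn1a1* had the largest fall among genes without overlap, so this gap was set in part by that choice. The adipocyte list was itself lower, with a median of −0.26 and 1 of 23 genes above 0. The comparison therefore does not decide how much dilution took part. With the B cell median as a covariate *Btn1a1* was at −1.25 (SE 0.53), which met the bound set before for arguing against lymphoid dilution, but by less than its SE, so a part of the fall stays open. *Btn1a1* minus the luminal median differed by −1.02 without overlap, which met the bound set before for arguing against a smaller luminal share, but that bound took *Btn1a1* to follow the luminal median one for one, and with the median as a covariate and the slope free *Btn1a1* was at −0.54 (SE 0.35), no longer past the p threshold. A smaller share of luminal epithelial RNA and a fall within luminal cells therefore cannot be told apart with these 6 samples.

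The 10 splits of the 6 samples into groups of 3 are too few for a share under 0.05. The genotypes gave 877 probe sets at the study's criteria and the highest other split 1197, with 2 of the 10 at least as high as the genotypes, and that split set *Akt1*+/+ replicates 1 and 3 and *Akt1*−/− replicate 3 against the rest, which points to a structure of the samples. At an adjusted p under 0.05 all 10 gave 0. The list shifts numbered 17 against at most 16 in another split and the enriched lists 12 against 9, each with 1 of 10 as high. Each split that set *Akt1*+/+ replicates 1 and 3 with 1 *Akt1*−/− gland gave 16 list shifts. In those splits the median B cell log2 fold change had a size of 1.58, 1.63 and 1.83, against 1.91 for the genotypes. The number of list shifts thus hardly set the genotypes apart from those splits.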

How the results depend on the processing

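Of the alternatives in this part, those with all or only annotated probe sets, the enrichment under other settings, the adjusted count per gene or with the B cell covariate, and the *Akt1* neighbours under settings other than the window were chosen after the data were seen. Signal over background was not analysed here.

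*Akt1* kept its direction and call under every alternative run, and *Btn1a1* under all but the luminal covariate (−0.54). The 877 calls became 120 by the methods' t-test, 1333 with array weights, 350 at a 2-fold minimum, 2459 with no fold minimum and 347 with the B cell covariate (133 higher, 214 lower), and 306 to 1796 with each sample left out. Fewer or more samples and thresholds change such counts by construction, and otherwise the cause was not tested. The adjusted count was 0 to 938 with each sample left out and 0 elsewhere. Of 17 shifted lists 0 remained past the threshold with an estimated correlation. The 12 enriched lists became 1 with the B cell covariate, 8 without Table S1 genes and 7 to 15 with each sample left out. The share of called genes among the neighbours of *Akt1*, immunoglobulin genes kept, was 6.25% (8.89% for 50 genes on each side, and 1.56% to 10.9% with each sample left out). The replicate block gave 976 calls, 18 shifted lists, with skeletal muscle as the further one, and 0 at an adjusted p under 0.05; same-numbered samples had deviations that correlated at −0.23, 0.13 and 0.19, which gives no sign of pairing over all probe sets, and samples did not all correlate best with their own number.

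With the B cell covariate the sign turned for *Akt2* (0.052), *Glycam1* (−0.39), *Ms4a1* (−0.18), *Cxcl13* (−0.28), *Fcer2a* (−0.34), *Cd79a* (−0.24), *Coro1a* (−0.091), *Cd37* (−0.023), *P2ry10* (−0.13), *Ccr7* (−0.11), *Icos* (−0.078), *Cd3d* (−0.066) and *Itgax* (−0.020), and with the luminal covariate for *Serpinb5* (0.062) and *Defb1* (0.015). The interferon list turned with array weights (−0.10), without Table S1 genes (−0.012) and with samples left out (−0.23 to 0.16). The brown adipocyte list turned, by test or median, with array weights (0.15), median centring (−0.052), bright probe sets (0.0064), the mean of probe sets (0.021) and samples left out (−0.11 to 0.15), as did skeletal muscle (−0.14 to 0.87) and housekeeping genes (−0.051 to 0.059) with samples left out. Counted once per gene and alternative set beforehand, for the named genes other than *Akt1* and *Btn1a1*, 719 results stayed as they were, with or without a call, and besides the 15 whose sign turned 159 lost a call and 15 gained one.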

Differences from the paper's values

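The enrichment without Table S1 genes was chosen after the result was seen, and no other test in this part was. The paper reports 119 genes at a fold change of 1.5 and a p of 0.05, and limma gave 877 at the same thresholds. Of the alternatives set before the data were examined, the methods' t-test gave 120, 1 above the paper's value, with 115 shared with Table S1. The others at these thresholds gave 306 to 1796, and a 2-fold minimum or none gave 350 and 2459. The paper's text as read here states 17 probe sets for the array, of which part of the number may have been lost, and the deposited table holds 35555.

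The methods name a step-up false discovery rate of 5%. By Benjamini-Hochberg 0 probe sets had an adjusted p under 0.05 in limma or by the methods' t-test, with 2459 and 1565 at an unadjusted p under 0.05, and the lowest adjusted p was 0.565 and 0.742.

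The paper ranks cell death among the leading functions altered. Among limma's calls the apoptosis list was not enriched (Fisher's exact test, adjusted p = 0.235). The organ development list, which the paper's organismal development also names, was enriched by the same test (adjusted p = 0.0075). It was not without its Table S1 genes, which the study chose on these samples (2 of 43 called, adjusted p = 0.591). These calls from limma are a larger set than the paper's 119 genes. Only *Relt* and *Clu*, both in Table S1, passed among apoptosis genes by the methods' t-test. That is 2 of 43, against 92 of 19937 named genes. The gene sets of the paper's pathway software were not used here.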

Other observations

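The test of the genes beside *Akt1* without immunoglobulin genes was chosen after the files were seen, and the test of all its neighbours before.

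The other cell types of the gland gave few calls. Of 24 myoepithelial genes 1 rose and 1 fell (0 when adjusted over the list alone, with a lowest adjusted p of 0.122), *Dsc3* and *Serpinb5*, a serpin of myoepithelial cells, and the list shifted down by a median of −0.19 (camera adjusted p = 0.0012; adjusted p = 0.454 with an estimated correlation; 0.485 without *Akt1*+/+ replicate 3). None of 23 adipocyte genes passed the study's criteria, while 22 of them were lower in the mean of *Akt1*−/− glands, and that list shifted down (camera adjusted p = 8.5e-07; adjusted p = 0.374 with an estimated correlation). None of 16 brown adipocyte genes passed (camera adjusted p = 0.983, 0.00877 downward without *Akt1*+/+ replicate 3 and 0.0457 upward with array weights; median 0.021, mean −0.0093, and −0.052 for the median after median centring). Of 24 fibroblast, collagen and fibrin genes none passed, with a median of 0.11 (camera adjusted p = 0.108, and 0.0363, 0.0262 and 0.0104 without *Akt1*+/+ replicate 2, *Akt1*+/+ replicate 3 and *Akt1*−/− replicate 1, 0.0133 after a further quantile normalization and 0.0172 with bright probe sets only); the paper's stain for collagen and fibrin is another measure. Of 25 interferon response genes 2 rose and none fell (1 when adjusted over the list alone), including *Ifitm1* at 0.59 (SE 0.11), and the list did not shift (camera adjusted p = 0.766; median 0.04, mean −0.0038), though its adjusted p was 0.000242 downward without *Akt1*+/+ replicate 1 and 0.0215 upward without *Akt1*+/+ replicate 3. *Ifitm1* came to 0.54, 0.56 and 0.56 without *Akt1*+/+ replicate 1, *Akt1*−/− replicate 1 and *Akt1*−/− replicate 2, and to 0.52 with array weights, after median centring or with the B cell median as a covariate, below the fold minimum.

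Skeletal muscle genes varied between samples of both genotypes. Their medians, each gene centred on its mean, were 0.85, −1.09 and −0.25 in *Akt1*+/+ replicates 1 to 3 and 1.06, −1.05 and 0.48 in *Akt1*−/− replicates 1 to 3. None of the 22 passed the study's criteria (camera adjusted p = 0.181; adjusted p = 0.823 with an estimated correlation). The list passed upward on all samples with the replicate number as a block (adjusted p = 1.11e-06), with array weights (adjusted p = 0.00093) and after median centring (adjusted p = 0.0171), and without *Akt1*+/+ replicate 1 (adjusted p = 0.000143) or *Akt1*−/− replicate 2 (adjusted p = 3.91e-08), so whether it differs between genotypes depends on the setting. None of 11 housekeeping genes passed (camera adjusted p = 0.766; median −0.03, mean 0.04), and *Hprt* was at −0.21 (SE 0.12). *Akt2* was 11.72 ± 0.26 (SD, n = 3) in *Akt1*+/+ and 11.51 ± 0.20 (SD, n = 3) in *Akt1*−/− glands, with a log2 fold change of −0.22 (SE 0.17), and did not pass limma's p threshold.

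A knockout allele made in another strain may carry flanking sequence that changes genes beside it. Of 64 measured genes among the 100 on each side of *Akt1* on chromosome 12, 4 or 6.25% passed the study's criteria against 3.07% of other genes (Fisher's exact test, p = 0.135). They were *Pld4*, *Gpr132*, *Ighm* and *Igha*, each higher in *Akt1*−/− glands, and *Ighm* and *Igha* are immunoglobulin genes. Without immunoglobulin genes the share was 3.28%, or 2 of 61 (Fisher's exact test, p = 0.712), so the test neither shows nor excludes flanking sequence. The share was 8.89% (p = 0.0494) within 50 genes and 3.51% (p = 0.782) within 200 genes on each side by the same exact test, and p was 0.0408 without *Akt1*−/− replicate 1. These tests kept the immunoglobulin genes, which were 2 of the 4 genes that passed within 50 and within 200 genes. Genes farther off on chromosome 12 were counted among the other genes. *Serpina3n*, *Nrxn3* and *Mboat2*, which fell in *Akt1*−/− glands, are among them. Whether any of these lies in flanking sequence was not tested.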
